# Paternal hypercholesterolemia elicits sex-specific exacerbation of atherosclerosis in offspring

**DOI:** 10.1172/jci.insight.179291

**Published:** 2024-09-10

**Authors:** Rebecca Hernandez, Xiuchun Li, Junchao Shi, Tejasvi R. Dave, Tong Zhou, Qi Chen, Changcheng Zhou

**Keywords:** Cell biology, Vascular biology, Atherosclerosis, Cardiovascular disease, Epigenetics

## Abstract

Emerging studies suggest that various parental exposures affect offspring cardiovascular health, yet the specific mechanisms, particularly the influence of paternal cardiovascular disease (CVD) risk factors on offspring cardiovascular health, remain elusive. The present study explores how paternal hypercholesterolemia affects offspring atherosclerosis development using the LDL receptor-deficient (LDLR^–/–^) mouse model. We found that paternal high-cholesterol diet feeding led to significantly increased atherosclerosis in F1 female, but not male, LDLR^–/–^ offspring. Transcriptomic analysis highlighted that paternal hypercholesterolemia stimulated proatherogenic genes, including *Ccn1* and *Ccn2*, in the intima of female offspring. Sperm small noncoding RNAs (sncRNAs), particularly transfer RNA–derived (tRNA-derived) small RNAs (tsRNAs) and rRNA-derived small RNAs (rsRNAs), contribute to the intergenerational transmission of paternally acquired metabolic phenotypes. Using a newly developed PANDORA-Seq method, we identified that high-cholesterol feeding elicited changes in sperm tsRNA/rsRNA profiles that were undetectable by traditional RNA-Seq, and these altered sperm sncRNAs were potentially key factors mediating paternal hypercholesterolemia-elicited atherogenesis in offspring. Interestingly, high-cholesterol feeding altered sncRNA biogenesis–related gene expression in the epididymis but not testis of LDLR^–/–^ sires; this may have led to the modified sperm sncRNA landscape. Our results underscore the sex-specific intergenerational effect of paternal hypercholesterolemia on offspring cardiovascular health and contribute to the understanding of chronic disease etiology originating from parental exposures.

## Abstract 2

High-cholesterol diet feeding in male mice increases cardiovascular disease risk in their offspring, highlighting the influence of unhealthy diet exposures on next generation’s cardiovascular health.

## Introduction

Atherosclerosis is a complex disease characterized by the accumulation of cholesterol in large arteries, leading to plaque development in the intimal layer of the artery (1–3). Despite major advances in diagnoses and treatments, atherosclerotic cardiovascular disease (CVD) is still the leading cause of mortality and morbidity worldwide (4, 5). While many modifiable risk factors such as smoking, diet, and obesity have been well established to contribute to atherosclerosis, there are also genetic and epigenetic factors that can increase the risk of developing atherosclerotic CVD (6), which may reduce the effectiveness of lifestyle interventions and current therapeutic interventions. Therefore, it is critical to identify these genetic and epigenetic factors and to understand their mechanisms in atherosclerosis development to enhance patient preventative care through early detection methods.

In addition to the well-known traditional risk factors, strong evidence has suggested that parental environmental influences can affect the health of future generations (7–19). Several large-scale clinical studies — including the Framingham Heart Study, the Physicians’ Health study, and the Women’s Health Study — have demonstrated the effect of parental CVD on offspring cardiometabolic health and have revealed that offspring of parents with a history of early-onset CVD have a higher risk of developing CVD, even after adjusting for other risk factors (7, 9, 20). A few other human and animal studies have also demonstrated that maternal or in utero exposure to certain CVD risk factors can elicit increased CVD risk in offspring. For example, hypercholesterolemia in mothers during pregnancy can significantly increase the number and size of fatty streaks in fetal aortas (21, 22). The Fate of Early Lesions in Children (FELIC) study demonstrated that aortic lesions in children of hypercholesterolemic mothers progressed much faster than that of children of normocholesterolemic mothers (23, 24). Animal studies have also demonstrated that maternal or perinatal hypercholesterolemia can cause increased cardiovascular dysfunction or atherosclerosis development in the offspring (25–27). We also reported that maternal exposure to an atherogenic endocrine disrupting chemical (EDC), bisphenol A, led to exacerbated atherosclerosis in the adult offspring in mice (28).

While most studies have focused on the effects of maternal factors on offspring health, emerging evidence suggests that paternal exposures can also affect offspring’s cardiometabolic heath (12–19, 29–32). For example, we previously demonstrated that paternal high-fat diet (HFD) feeding in mice can induce metabolic disorders in the offspring (13, 14, 29). Several other studies also found that exposure of male rats or mice to HFD can lead to increased diabetic phenotypes or metabolic disfunctions in offspring (12, 32). Paternal exposure to low-protein diets caused impaired vascular function and metabolic disorders in mouse offspring (16–19). In addition to dietary exposure, we and others reported that paternal exposure to a range of environmental toxicants can have inter- and transgenerational adverse effects on the metabolic health of their offspring (33–36). While various sperm epigenetic factors have been proposed to contribute to intergenerational inheritance of environment-induced phenotypes in mammals (37), sperm small noncoding RNAs (sncRNAs), especially transfer RNA–derived (tRNA-derived) small RNAs (tsRNAs) and rRNA-derived small RNAs (rsRNAs), can significantly contribute to the intergenerational transmission of paternally acquired metabolic phenotypes (29, 32, 38, 39).

While previous studies have suggested that paternal factors affect offspring metabolic health, there are no animal studies investigating the effect of paternal exposures to unhealthy diets on atherosclerosis development of offspring. In the current study, we investigated the effect of paternal hypercholesterolemia on offspring atherosclerosis development in LDL receptor–deficient (LDLR^–/–^) mice. We reported here that paternal high-cholesterol diet (HCD) feeding led to significantly increased atherosclerosis in F1 female LDLR^–/–^ offspring. We then used an innovative small RNA-Seq method, PANDORA-Seq (40, 41), to unveil the paternal hypercholesterolemia-elicited sperm sncRNA changes that may contribute to paternally acquired atherosclerosis in offspring.

## Results

### Male LDLR^–/–^ mice fed a low-fat, HCD develop severe hypercholesterolemia and atherosclerosis.

To investigate the effects of paternal hypercholesterolemia on offspring cardiometabolic health, 3-week-old male LDLR^–/–^ mice were fed a low-fat AIN76 diet (4.3% fat) containing either 0.02% or 0.5% cholesterol for 8 weeks before mating with age-matched control LDLR^–/–^ female mice (42, 43) (Figure 1A). The HCD containing 0.5% cholesterol has been previously used to promote severe hypercholesterolemia or atherosclerosis in mice without inducing obesity and other metabolic disorders (42–46). Pregnant female LDLR^–/–^ mice were housed separately and fed a low-cholesterol diet (LCD) containing 0.02% cholesterol after the vaginal plug was identified (E0.5).

Consistent with our previous studies (43), LDLR^–/–^ mice fed a HCD had similar body weight (BW) or growth curve and lean/fat mass as that of LCD-fed LDLR^–/–^ mice (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.179291DS1). As expected, HCD feeding led to elevated serum total cholesterol levels without affecting triglyceride levels (Figure 1B). Lipoprotein fraction analyses showed that HCD-fed mice had significantly elevated atherogenic LDL and VLDL cholesterol levels but had similar HDL cholesterol levels as compared with LCD-fed mice (Figure 1C). Atherosclerotic lesions at the aortic root were then measured in those mice. As expected, HCD feeding led to larger atherosclerotic lesion sizes at the aortic root of LDLR^–/–^ mice as compared with mice fed the LCD (Figure 1D). Thus, LDLR^–/–^ mice fed this low-fat HCD developed severe hypercholesterolemia and large atherosclerotic lesions without increased obesity.

### Paternal HCD feeding does not affect serum lipid levels and metabolic phenotypes in F1 LDLR^–/–^ offspring.

F1 LDLR^–/–^ litters from LCD- or HCD-fed sires were weaned on P21 and fed an LCD for 16 weeks before euthanasia at 19 weeks of age. Paternal HCD feeding did not affect the birth weight or growth curve of the F1 litters before weaning (Figure 2A). After weaning, both male and female offspring from HCD-fed sires also had similar growth curve and BW compared with offspring from LCD-fed sires (Figure 2, B and C). In addition, body composition was analyzed, and paternal HCD feeding did not affect lean or fat mass of male or female offspring (Figure 2, D and E). There were also no changes on major organ weights between the offspring of LCD- or HCD-fed sires (Supplemental Figure 2, A and C). We also performed glucose-tolerance test (GTT) in the offspring and found that paternal HCD feeding did not affect the glucose tolerance in the offspring (Supplemental Figure 2, B and D).

We next measured the serum total cholesterol and triglyceride levels of the F1 offspring. While HCD feeding induced hypercholesterolemia in the sires, it did not affect the total cholesterol or triglyceride levels in the F1 offspring (Figure 2, F and G). In addition, offspring of HCD-fed sires also had similar VLDL, LDL, and HDL cholesterol levels as compared with the offspring of LCD-fed sires (Figure 2, H and I). Taken together, these results demonstrate that paternal HCD feeding did not affect metabolic phenotypes or serum lipid profiles in the offspring.

### Paternal hypercholesterolemia leads to exacerbated atherosclerosis in F1 female but not male LDLR^–/–^ offspring.

To investigate the effect of paternal hypercholesterolemia on atherosclerosis development in the offspring, we analyzed the atherosclerotic lesion area at the aortic root and brachiocephalic artery (BCA) of F1 LDLR^–/–^ mice. Paternal HCD feeding did not significantly affect atherosclerosis development in the male offspring since F1 male LDLR^–/–^ mice from HCD-fed sires had similar lesion sizes at the aortic root (63,910.06 ± 14,110.76 μm^2^ versus 83,190.78 ± 18,068.08 μm^2^) and BCA (840.31 ± 397.60 μm^2^ versus 1,267.31 ± 303.04 μm^2^) as compared with male offspring from LCD-fed sires (Figure 3, A and B). Interestingly, female offspring from HCD-fed sires developed significantly larger atherosclerotic lesions at both the aortic root (322,168.11 ± 53,287.69 μm^2^ versus 165,765.44 ± 21,105.56 μm^2^) and BCA (12,388.15± 3,410.31 μm^2^ versus 3,960.33 ± 1,368.80 μm^2^) as compared with female mice from LCD-fed sires (Figure 3, C and D).

We next evaluated the atherosclerotic plaque composition of F1 LDLR^–/–^ offspring. While paternal HCD feeding did not affect the smooth muscle cell (SMC) contents in the plaques of F1 male or female offspring (Figure 4, A and B), paternal hypercholesterolemia led to significantly increased macrophage contents in the atherosclerotic plaques of F1 female but not male mice (Figure 4, C and D). We also assessed the collagen contents and necrotic cores in the atherosclerotic plaques of these mice and found that paternal HCD feeding did not affect collagen contents in male offspring but tended to increase collagen levels in female offspring (Supplemental Figure 3, A and B). In addition, the necrotic core sizes were not affected by paternal hypercholesterolemia in either male or female offspring (Supplemental Figure 3, C and D).

Since inflammatory responses are the driving force of atherosclerosis development (47–49), we then analyzed the expression of key proinflammatory proteins, including IL-6 and MCP1, in the atherosclerotic plaques of the offspring. While MCP1 protein levels in the offspring were not affected by paternal hypercholesterolemia, paternal HCD-feeding led to significantly increased IL-6 protein levels in the atherosclerotic plaques of F1 female but not male LDLR^–/–^ mice (Figure 4, E–H). Collectively, these findings demonstrate that paternal hypercholesterolemia elicited sex-specific atherogenic effects in the offspring of LDLR^–/–^ mice that were independent of serum lipid levels.

### Transcriptomic analysis reveals altered atherosclerosis-related gene expression in the intima of female offspring from HCD-fed sires.

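The intima was profiled in 21 F1 mice. They were 4 males and 7 females from LCD-fed sires and 5 males and 5 females from HCD-fed sires. All were LDLR−/−, that is, they lacked a working receptor for low-density lipoprotein and cleared cholesterol from the blood poorly. The sires had eaten an LCD with 0.02% cholesterol or an HCD with 0.5% cholesterol for 8 weeks before mating. All offspring ate the LCD for 16 weeks from the age of 3 weeks and were killed at 19 weeks. The intimal RNA was collected by flushing the aorta with TRIzol, so that it can hold RNA of endothelial cells, of leukocytes and of deeper layers of the wall. Each library is 1 mouse. The litter of each mouse is not given in the paper's text, so littermates enter the tests as independent mice.

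Y-linked genes separated the sexes as labelled. Ddx3y had 1652 to 3322 counts in the male libraries and 0 to 8 in the female libraries. Ldlr, the gene disrupted in all the mice, still had 3 to 61 counts per library. Mitochondrially encoded genes took a median of 10.3% and 12.9% of the counts in males from LCD-fed and HCD-fed sires and 13.1% and 11.3% in females. The highest share was 31.2%, in replicate 3 of the females from HCD-fed sires.

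The authors quantified the reads with Salmon at its default setting against the Ensembl mouse cDNA annotation (GRCm38). The deposited values are estimated counts per gene, of which 39.6% to 49.4% in a library were not whole, and they were rounded here to whole numbers. Total counts were 23840159 to 29364798 (median 2.56e+07) in males from LCD-fed sires and 19856230 to 24316308 (median 23820206) in males from HCD-fed sires. In females they were 21024875 to 30172411 (median 23609829) with LCD-fed sires and 13843168 to 29402079 (median 24896956) with HCD-fed sires. Of 21683 genes, 14680 passed a filter on low counts.

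Libraries were scaled by TMM, which leaves out genes with extreme ratios when it compares libraries. The edgeR quasi-likelihood test was fitted to the 4 groups together, and differentially expressed genes were called at the paper's thresholds, an FDR (Benjamini-Hochberg) under 0.1 and a fold change over 1.5. The paper used the likelihood ratio test of edgeR, which takes the estimated spread of a gene as known. After the paper was read but before the data were examined, 49 gene lists were written from general knowledge, and they are not GO terms. Some cover processes that the paper names or hold genes of its Fig. 6B. Such lists are not independent of the paper's result, which comes from these same mice. All 49 lists were tested with camera, which asks whether the genes of a list lie higher or lower than the other genes. Camera was run with a preset correlation of 0.01 between the genes of a list and again with the correlation estimated from the data, and with the estimate no list passed in any comparison.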

To further understand the paternal hypercholesterolemia-elicited atherogenic effects in offspring, RNAs were isolated from the intima of F1 male and female offspring for RNA-Seq analysis. RNA-Seq analysis revealed that paternal HCD feeding led to 197 differentially expressed genes (DEGs) in the intima of male offspring, and most of them (164 genes) were downregulated genes (Figure 5A and Supplemental Table 1). By contrast, paternal HCD feeding led to 147 upregulated genes but only 21 downregulated genes in the intima of female offspring (Figure 5B and Supplemental Table 2).

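Genes of contractile smooth muscle and fibroblasts were lower as groups in the 5 males from HCD-fed sires than in the 4 from LCD-fed sires. So were genes of the extracellular matrix and of resident-like macrophages, and immediate early and NF-κB response genes were higher. Camera with the preset correlation called 15 lists in males. Of 100 splits of the males into groups of the same sizes, the real one included, 76 called as many (median of the others 19). Chance can therefore not be excluded for that number of lists. Of 13 contractile smooth muscle genes, 12 were lower, and the median log2 fold change of the list was −1.0. Myh11, the smooth muscle myosin heavy chain, stood at 594 ± 107 CPM (SD, n = 4) with LCD-fed sires and 208 ± 91.0 CPM (SD, n = 5) with HCD-fed sires. All 12 fibroblast genes were lower (median −1.07), among them Fbln1, a matrix protein, and Pdgfra, a growth factor receptor. Of 21 immediate early genes, which are switched on soon after a stimulus, 19 were higher (median 0.91), with Socs3, a feedback inhibitor of cytokine signaling, at 2.51 (standard error 0.73) and Fos at 2.52 (standard error 0.97).

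In total, 5 single genes fell at the thresholds above by the edgeR quasi-likelihood test. Sema3d, a secreted guidance protein (chromosome 5 of GRCm38, 12383385 to 12588948), fell from 40.4 ± 8.52 to 21.1 ± 2.88 CPM, a log2 fold change of −0.94 (standard error 0.15, adjusted p = 0.0490 from edgeR). Mylk, the myosin light chain kinase of smooth muscle (chromosome 16, 34745210 to 35002420), fell from 179 ± 27.1 to 97.6 ± 19.5 CPM, a log2 fold change of −0.87 (standard error 0.16, adjusted p = 0.0909 from edgeR). Vasn, which binds TGF-β (chromosome 16, 4639941 to 4650802), Bcl6, a transcriptional repressor (chromosome 16, 23965052 to 23988852), and St5 (chromosome 7, 109523911 to 109703605) had log2 fold changes of −0.88, −0.91 and −0.92, each with the same adjusted p as Mylk. For each of the 5 genes every mouse from HCD-fed sires lay below every mouse from LCD-fed sires (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 mice against 4 allow). The genes were picked on these mice out of all genes tested, so this separation is not independent support.

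Of the contractile smooth muscle genes, 11 were lower when adjusted over the list alone and 1, Mylk, over all genes tested (camera adjusted p = 1.1e-13, and adjusted p = 0.236 with an estimated correlation). Of the fibroblast genes, 10 were lower when adjusted over the list alone and none over all genes (camera adjusted p = 1.5e-08, and adjusted p = 0.478 with an estimated correlation). The extracellular matrix list had 15 of 19 genes lower, 9 when adjusted over the list alone and none over all genes, with Postn, periostin, at −1.46 (standard error 0.37) and Col3a1, a fibrillar collagen, at −1.29 (standard error 0.43; camera adjusted p = 1.4e-05, and adjusted p = 0.478 with an estimated correlation). All 11 resident-like macrophage genes were lower (median −1.02), 9 when adjusted over the list alone and none over all genes, with the receptors Vsig4 at −1.52 (standard error 0.47) and Cd163 at −1.36 (standard error 0.47; camera adjusted p = 3.9e-07, and adjusted p = 0.478 with an estimated correlation). Of the immediate early genes, 8 were higher when adjusted over the list alone and none over all genes (camera adjusted p = 8.3e-08, and adjusted p = 0.599 with an estimated correlation). The NF-κB list had 14 of 16 genes higher, 5 when adjusted over the list alone and none over all genes, with Il6 at 0.0943 ± 0.138 CPM and 3.77 ± 3.59 CPM (camera adjusted p = 5.2e-06, and adjusted p = 0.236 with an estimated correlation). Epithelial and mesothelial genes were lower (10 of 11, median −1.84; camera adjusted p = 0.00320, and adjusted p = 0.786 with an estimated correlation), and erythroid genes (8 of 8, median 1.46; camera adjusted p = 0.00536, and adjusted p = 0.820 with an estimated correlation) and mitochondrially encoded genes (13 of 13, median 0.50; camera adjusted p = 0.00287, and adjusted p = 0.979 with an estimated correlation) were higher. All 19 endothelial identity genes were higher by a median of 0.41, 0 of them when adjusted over the list alone (camera adjusted p = 1.4e-05, and adjusted p = 0.786 with an estimated correlation).

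No gene was called higher, with 352 genes higher and 902 lower at an unadjusted p under 0.05, and the likelihood ratio test called 11 higher and 94 lower, the same test with males fitted alone 33 and 244, DESeq2 15 and 113, and limma voom with quality weights 8 and 135. With each of the 21 libraries left out in turn, the quasi-likelihood test called 0 to 78 lower genes, most without replicate 3 of the males from HCD-fed sires and 0 without replicate 2 of that group or replicate 2, 3 or 4 of the males from LCD-fed sires.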

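In females, Sox4, Dpep2 and Sinhcaf rose with HCD-fed sires, genes of the cell cycle were higher as a group, and nuclear-encoded genes of oxidative phosphorylation and genes of fatty acid oxidation and of fat cells were lower as groups. Sox4, a transcription factor (chromosome 13 of GRCm38, 28948919 to 28953713), rose from 24.4 ± 5.15 CPM (SD, n = 7) to 55.8 ± 16.0 CPM (SD, n = 5), a log2 fold change of 1.19 (standard error 0.19, adjusted p = 0.0678 from edgeR's quasi-likelihood test). Dpep2, a membrane dipeptidase, rose from 8.80 ± 1.79 to 17.9 ± 4.92 CPM (log2 fold change 1.02, standard error 0.18, adjusted p = 0.0924 from edgeR). Sinhcaf, a subunit of a histone deacetylase complex (chromosome 6, 148921035 to 148946467), rose from 5.10 ± 0.671 to 8.61 ± 1.49 CPM (log2 fold change 0.75, standard error 0.14, adjusted p = 0.0924 from edgeR).

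For each of the 3 genes, all 5 mice from HCD-fed sires lay above all 7 from LCD-fed sires (exact permutation test, two-sided, p = 0.00126, the smallest p that 5 mice against 7 allow). Here too the genes were picked on the same mice, so the separation is not independent support. The symbol Dpep2 matches 2 overlapping annotated genes on chromosome 8, which may share reads, so no coordinates are given for it. In males, Sox4 stood at 20.5 ± 6.41 CPM (SD, n = 4) with LCD-fed sires and 17.7 ± 2.96 CPM (SD, n = 5) with HCD-fed sires. Its diet effect was 1.40 larger in females on the log2 scale (standard error 0.30), which did not pass (adjusted p = 0.383 from edgeR).

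All 20 cell cycle genes had a positive log2 fold change (median 0.86), and 13 were higher when adjusted over the list alone and none over all genes (camera adjusted p = 3.7e-12, and adjusted p = 0.235 with an estimated correlation). Kif11, a motor protein of the mitotic spindle, was at 1.19 (standard error 0.37), Ccnb1, cyclin B, at 1.25 (standard error 0.42), and Top2a, a topoisomerase of dividing cells, at 1.05 (standard error 0.35). All 17 nuclear-encoded genes of oxidative phosphorylation were lower (median −0.75), 15 when adjusted over the list alone and none over all genes (camera adjusted p = 4.5e-09, and adjusted p = 0.274 with an estimated correlation). Mitochondrially encoded genes were not, with 11 of 13 higher and a median of 0.16 (camera adjusted p = 0.626). Of 15 genes of fatty acid oxidation, 14 were lower (median −1.02), 13 when adjusted over the list alone and none over all genes, with Ehhadh at −1.24 (standard error 0.43) and Cpt2 at −1.14 (standard error 0.41; camera adjusted p = 2.0e-06, and adjusted p = 0.274 with an estimated correlation). All 10 white adipocyte genes were lower (median −1.03), 9 when adjusted over the list alone and none over all genes, with Plin1, which coats lipid droplets, at −1.36 (standard error 0.58; camera adjusted p = 7.8e-06, and adjusted p = 0.274 with an estimated correlation). Replicate 1 of the females from LCD-fed sires had a skeletal muscle score (mean log2 CPM of the list) of 5.26, against −1.40 to 0.65 in the others of that group. Without replicates 1 and 2 of that group and replicate 4 of the females from HCD-fed sires, a choice made after the values were seen, the medians by voom were −0.38 for white adipocytes, −0.26 for fatty acid oxidation and −0.15 for oxidative phosphorylation, and 0 genes were called higher.

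No gene was called lower by the quasi-likelihood test, with 710 genes higher and 1003 lower at an unadjusted p under 0.05, and the likelihood ratio test called 15 higher and 13 lower, the same test with females fitted alone 217 and 43, DESeq2 47 and 55, and limma voom with quality weights 7 and 0. With each library left out in turn, 0 to 3 genes were called higher, 0 without replicate 1, 4 or 5 of the females from HCD-fed sires, replicate 1, 2, 3, 5 or 7 of those from LCD-fed sires, replicate 1, 4 or 5 of the males from HCD-fed sires or replicate 2 or 4 of those from LCD-fed sires.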

We then performed gene ontology (GO) analysis (50, 51), and the results uncovered that the upregulated genes by paternal HCD feeding in the F1 female but not male intima were enriched in several biological processes related to atherosclerosis or inflammation, including “immune system process,” “positive regulation of tumor necrosis factor production,” “neutrophil chemotaxis,” “integrin-mediated signaling pathway,” “innate immune response,” “positive regulation of phagocytosis,” and “receptor-mediated endocytosis” (Figure 5, C and D).

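Lists for neutrophil chemotaxis, phagocytosis, Toll-like receptors, chemokines, antigen presentation and several other leukocytes were higher as groups in the females from HCD-fed sires. Interferon response, resident-like macrophage and mast cell genes were lower. In the list for neutrophil chemotaxis, 26 of 27 genes had a positive log2 fold change (median 0.72), among them Rac2, a GTPase of leukocytes (0.92, standard error 0.32). In the list for Fc receptors and phagocytosis 16 of 20 did (median 0.66), with Tyrobp, a signaling adaptor of myeloid cells, at 113 ± 41.7 CPM (SD, n = 7) and 218 ± 39.4 CPM (SD, n = 5). In the list for Toll-like receptors and TNF 18 of 21 did (median 0.48), with Tlr2, a receptor for bacterial lipoproteins, at 0.49 (standard error 0.17). All 6 genes of the phagocyte NADPH oxidase did (median 0.83), with Ncf4, a cytosolic subunit, at 0.87 (standard error 0.34).

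No member of these 4 lists was called over all genes tested. When adjusted over the list alone, 0 genes of neutrophil chemotaxis, 0 of Fc receptors and phagocytosis, 1 of Toll-like receptors and TNF and 3 of the NADPH oxidase were higher. As sets they passed camera with adjusted p of 1.5e-09, 1.7e-08, 2.2e-06 and 1.2e-05, and none passed with an estimated correlation (adjusted p = 0.235 for each). Of 28 integrin and integrin signaling genes, 24 were higher (median 0.33), 0 when adjusted over the list alone and none over all genes, with Fermt3, an activator of integrins in blood cells, at 0.58 (standard error 0.18; camera adjusted p = 2.0e-06, and adjusted p = 0.235 with an estimated correlation). Of 19 chemokines and receptors, 15 were higher (median 0.68), 1 when adjusted over the list alone and none over all genes (camera adjusted p = 1.2e-05, and adjusted p = 0.235 with an estimated correlation). Several other leukocyte lists were higher too. Higher were 16 of 17 T and NK cell genes (median 0.85; camera adjusted p = 0.000153, and adjusted p = 0.274 with an estimated correlation). So were 10 of 11 genes of MHC class II presentation (median 0.57; camera adjusted p = 0.00101, and adjusted p = 0.317 with an estimated correlation). The monocyte list had 8 of 10 genes higher (median 0.20; camera adjusted p = 0.0136, and adjusted p = 0.235 with an estimated correlation). The dendritic cell list had 6 of 9 (median 0.61; camera adjusted p = 0.0219, and adjusted p = 0.235 with an estimated correlation). The B cell list did not pass (camera adjusted p = 0.707). The mast cell list was lower, with 6 of 8 genes (median −0.50; camera adjusted p = 0.0879, and adjusted p = 0.582 with an estimated correlation). The NF-κB list had 14 of 16 genes higher (median 0.33), 1 when adjusted over the list alone and none over all genes (camera adjusted p = 3.2e-05, and adjusted p = 0.235 with an estimated correlation). Of 17 interferon response genes, 16 were lower (median −0.32), 0 when adjusted over the list alone (camera adjusted p = 0.00333, and adjusted p = 0.317 with an estimated correlation), and of 11 resident-like macrophage genes 8 were (median −0.25), 0 when adjusted over the list alone (camera adjusted p = 0.0750, and adjusted p = 0.603 with an estimated correlation). Scavenger and lipoprotein receptors, which take up ligands by endocytosis, had 10 of 18 genes higher and a median of 0.10, which did not pass (camera adjusted p = 0.138). Brown adipocyte genes were lower in the same females, by a median of −1.35 (camera adjusted p = 0.000103, and adjusted p = 0.274 with an estimated correlation).

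In males, the medians were 0.47 for neutrophil chemotaxis (camera adjusted p = 0.573), 0.20 for Fc receptors and phagocytosis (camera adjusted p = 0.929, with camera and the mean score pointing lower), 0.10 for Toll-like receptors and TNF (camera adjusted p = 0.993) and 0.14 for integrins (camera adjusted p = 0.730), and none of these passed. Endothelial activation and adhesion genes, some of them also in the NF-κB list, were higher in both sexes. They were 12 of 13 in males (median 0.54; camera adjusted p = 0.000243, and adjusted p = 0.478 with an estimated correlation). In females they were 10 of 13 (median 0.35; camera adjusted p = 0.000720, and adjusted p = 0.243 with an estimated correlation). Lipid-associated macrophage genes were higher in both sexes, 16 of 16 in males (median 0.71; camera adjusted p = 0.0251, and adjusted p = 0.986 with an estimated correlation) and 14 in females (median 0.85; camera adjusted p = 4.3e-05, and adjusted p = 0.317 with an estimated correlation), with a median difference of the diet effects of 0.02 (camera adjusted p = 0.197). The rise in males is weakly supported, since 0 of these genes had an unadjusted p under 0.05 there, against 3 in females. Their mean log2 CPM per mouse was 0.37 higher in males (exact permutation p = 0.651) and 0.79 higher in females (exact permutation p = 0.0316, adjusted p = 0.138). The difference of the diet effects, females minus males, had a median of 0.58 for Fc receptors and phagocytosis (camera adjusted p = 0.000189, and adjusted p = 0.483 with an estimated correlation) and of 0.33 for neutrophil chemotaxis (camera adjusted p = 0.00179, and adjusted p = 0.483 with an estimated correlation).

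Enrichment of the called genes in the lists was tested with a one-sided hypergeometric test. With the calls of the quasi-likelihood test no list was enriched in either sex, and the lowest p was that of Mylk in the contractile smooth muscle list among the lower genes of males (exact hypergeometric p = 0.00442, adjusted p = 0.217). With the genes called by the likelihood ratio test in each sex alone, taken up for this test after the counts were seen, 15 lists were enriched among the higher genes of females. Macrophage identity held 9 called genes among 15 (adjusted p = 9.9e-12), Fc receptors and phagocytosis 8 among 20 (adjusted p = 7.7e-09), neutrophil chemotaxis 8 among 26 (adjusted p = 5.9e-08) and scavenger and lipoprotein receptors 3 among 18 (adjusted p = 0.0112). Among the higher genes of males 4 lists were enriched, led by the immediate early list with 4 called genes among 21 (adjusted p = 7.4e-06). The others were endothelial activation and adhesion (2 among 13) and NF-κB (2 among 15; each with adjusted p = 0.00911), and YAP and TAZ targets (2 among 22, adjusted p = 0.0149). Several of the immune lists hold genes that Fig. 6B shows for these mice, and without those genes 21 lists in place of 22 were higher in females by camera with the preset correlation. That count is of camera and not of the enrichment. The likelihood ratio test in females alone called all 33 genes of Fig. 6B. The enrichment without them is not given here, so it may rest on them.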

The Functional Analysis of Individual Microarray Expression (FAIME) algorithm was then performed to evaluate the gene set scores of the GO biological process (GOBP) terms (43). FAIME results confirm that paternal hypercholesterolemia led to significant upregulation of gene set scores of those GOBP terms associated with atherosclerosis or inflammation processes in female but not male offspring (Figure 6A). 

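A score was computed for each mouse and list as the mean log2 CPM of the list's genes. FAIME, in contrast, weights the genes of a term by their rank within a sample, and its GO terms and weights were not used here. In females, scores of phagocytes, of chemokines and of dividing cells rose with HCD-fed sires. Of 49 scores, 6 rose and 1 fell in females, and none passed in males (exact permutation tests, two-sided, adjusted by Benjamini-Hochberg over the lists).

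The neutrophil chemotaxis score of females rose from 3.51 ± 0.38 (SD, n = 7) to 4.35 ± 0.19 (SD, n = 5; exact permutation p = 0.00631, adjusted p = 0.0742). The chemokine and receptor score rose from 2.87 ± 0.30 to 3.50 ± 0.47 (exact permutation p = 0.00379) and the NADPH oxidase score from 5.33 ± 0.48 to 6.14 ± 0.22 (exact permutation p = 0.00758), both with the same adjusted p. The Fc receptor and phagocytosis score rose from 5.89 ± 0.41 to 6.53 ± 0.15 and the macrophage identity score from 6.88 ± 0.47 to 7.60 ± 0.15 (each with an exact permutation p of 0.0114, adjusted p = 0.0795). The cell cycle score rose from 2.31 ± 0.33 to 3.07 ± 0.41, and the score of the unfolded protein response, a stress response of the endoplasmic reticulum, fell from 6.40 ± 0.07 to 6.27 ± 0.05 (each with an exact permutation p of 0.00758, adjusted p = 0.0742). The Toll-like receptor and TNF score was 0.52 higher (exact permutation p = 0.0164, adjusted p = 0.101) and the integrin score 0.39 higher (exact permutation p = 0.0429, adjusted p = 0.140), and neither passed. The white adipocyte score of the same females was 8.08 ± 0.92 with LCD-fed sires and 6.97 ± 1.20 with HCD-fed sires (exact permutation p = 0.110).

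In males, the neutrophil chemotaxis score was 2.41 ± 0.32 (SD, n = 4) with LCD-fed sires and 2.68 ± 0.57 (SD, n = 5) with HCD-fed sires (exact permutation p = 0.524). The Fc receptor and phagocytosis score was 4.90 ± 0.43 and 4.80 ± 0.87 (exact permutation p = 0.857), and the macrophage identity score 5.67 ± 0.61 and 5.21 ± 1.25 (exact permutation p = 0.524). The median log2 fold change of the macrophage identity genes was 0.02, with 9 of 15 higher. Camera with the preset correlation nevertheless called this list lower in males (adjusted p = 0.0545, and adjusted p = 0.996 with an estimated correlation). The contractile smooth muscle score of males was 7.07 ± 0.17 and 5.95 ± 0.75 (exact permutation p = 0.0238, adjusted p = 0.292). For macrophage identity, the difference of the diet effects, females minus males, had a median of 0.77 (camera adjusted p = 7.8e-06, and adjusted p = 0.483 with an estimated correlation).

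Without the genes of Fig. 6B no score of the females passed. With a score from ranks 6 passed, with Toll-like receptors and TNF (adjusted p = 0.0619) among them and macrophage identity (adjusted p = 0.130) and the unfolded protein response (adjusted p = 0.230) no longer. With each library left out in turn 0 to 14 scores rose in females, 14 without replicate 1 of the females from LCD-fed sires, 2 without replicate 4 of those from HCD-fed sires, and none without replicate 2, 3, 5 or 6 from LCD-fed or 1, 2 or 5 from HCD-fed sires.

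**Figure D1:**
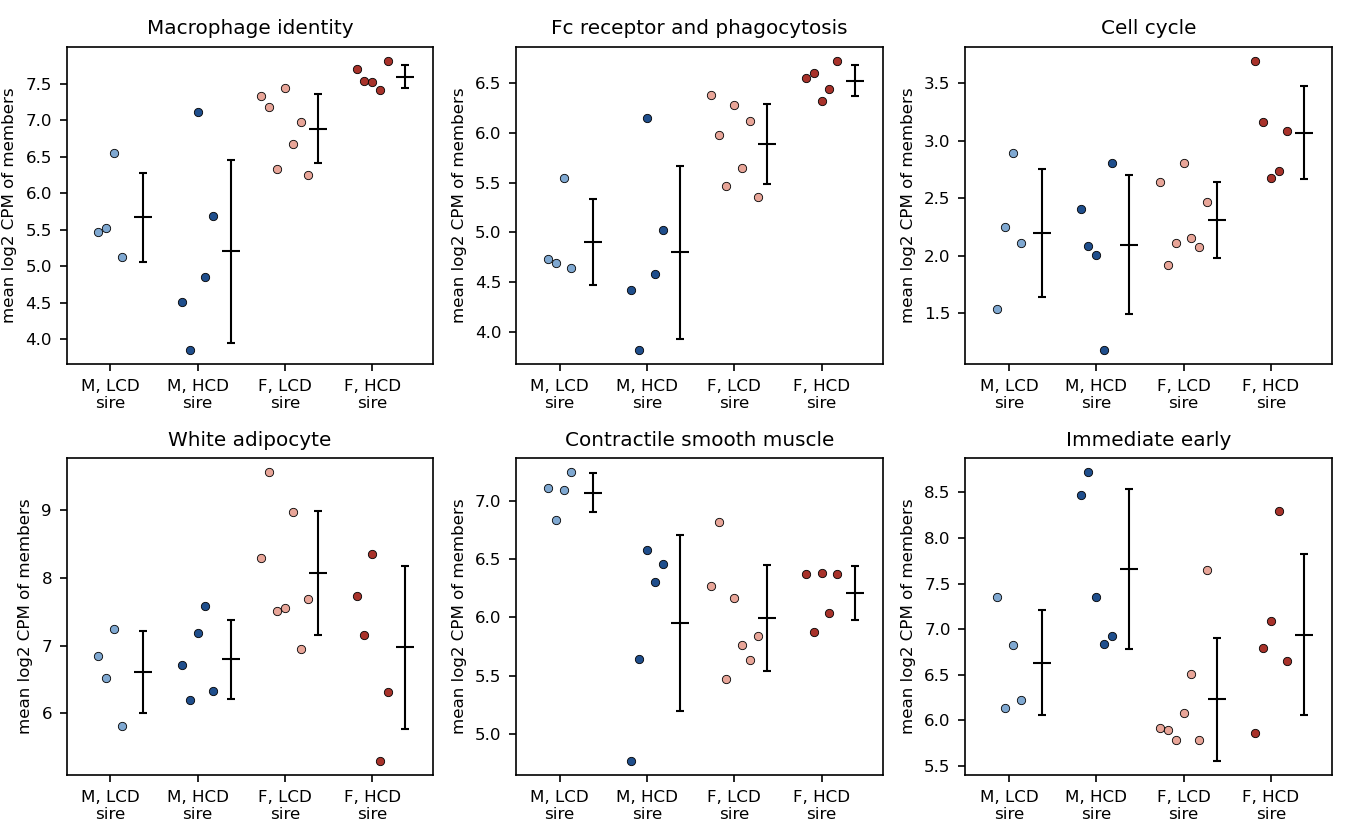
Scores of gene lists (vertical axes, mean log2 CPM of the genes of a list) in the 4 groups of mice, by sex and by diet of the sire. Each point is a mouse and the bars give mean ± SD, and in females the macrophage identity score lies higher with HCD-fed than with LCD-fed sires.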

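Fig. 6B names 33 genes, many of them genes of macrophages and other phagocytes. In females, all 33 had a positive log2 fold change with HCD-fed sires, from 0.66 to 2.39 (median 0.93). Itgam, the integrin chain CD11b, Spp1, osteopontin, and Pstpip1, a cytoskeletal adaptor of phagocytes, were higher in each of the 5 females from HCD-fed sires than in each of the 7 from LCD-fed sires. Spp1 (chromosome 5 of GRCm38, 104435118 to 104441050) was at 585 ± 180 CPM (SD, n = 7) and 1754 ± 994 CPM (SD, n = 5). Apoe, an apolipoprotein that macrophages also secrete (chromosome 7, 19696109 to 19699188), was at 4837 ± 1698 and 8792 ± 1978 CPM.

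None of the 33 genes was called in females by the edgeR quasi-likelihood test (adjusted p of 0.329 to 0.539), and 25 had an unadjusted p under 0.05. Cd14, a co-receptor for bacterial lipopolysaccharide (chromosome 18, 36725067 to 36726798), had a log2 fold change of 0.79 (standard error 0.24, adjusted p = 0.367 from edgeR). Cxcl16, a chemokine and scavenger receptor, had 0.88 (standard error 0.27, adjusted p = 0.368 from edgeR), and Cx3cr1, the fractalkine receptor of monocytes, had 1.26 (standard error 0.45, adjusted p = 0.389 from edgeR). Itgam (chromosome 7, 128062640 to 128118491) stood at 31.9 ± 6.02 and 52.8 ± 10.2 CPM, and Adgre1, which encodes F4/80 (chromosome 17, 57358691 to 57483527), at 42.4 ± 11.6 and 74.1 ± 30.4 CPM. Plin1, a marker of fat cells that is not in Fig. 6B, stood at 217 ± 160 and 84.8 ± 63.0 CPM in the same females.

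In males, 24 of the 33 genes had a positive log2 fold change (median 0.19) and none was called, with Npy (2.74, standard error 1.25) and Cd300lf (1.54, standard error 0.71) at an unadjusted p under 0.05. Without replicate 3 of the males from HCD-fed sires that median was −0.48, Npy was at 0.30 and Cd300lf at 0.45, and with each library left out in turn the median was at most 0.40. Itgam was at 16.0 ± 6.98 CPM (SD, n = 4) and 11.0 ± 7.35 CPM (SD, n = 5), and Adgre1 at 24.6 ± 12.4 and 16.8 ± 15.4 CPM. The diet effect was larger in females than in males for 30 of the 33 genes, and this difference was called for none. The lowest adjusted p was that of Itgam (1.27, standard error 0.43, adjusted p = 0.517 from edgeR), and Ccn2, Cd14 (1.00, standard error 0.36) and Adgre1 (1.36, standard error 0.59) also had an unadjusted p under 0.05.

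The authors chose these genes on these mice, so their shared direction is not independent evidence. The likelihood ratio test called 33 of them with females fitted alone and 1 with all mice, DESeq2 called 4 and limma voom with quality weights 0, and in males each of these called 0. From the enrichment of the upregulated genes and the FAIME scores (Fig. 5D and 6A), the paper concludes that gene sets of atherosclerosis and inflammation were upregulated in female but not male offspring.

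**Figure D2:**
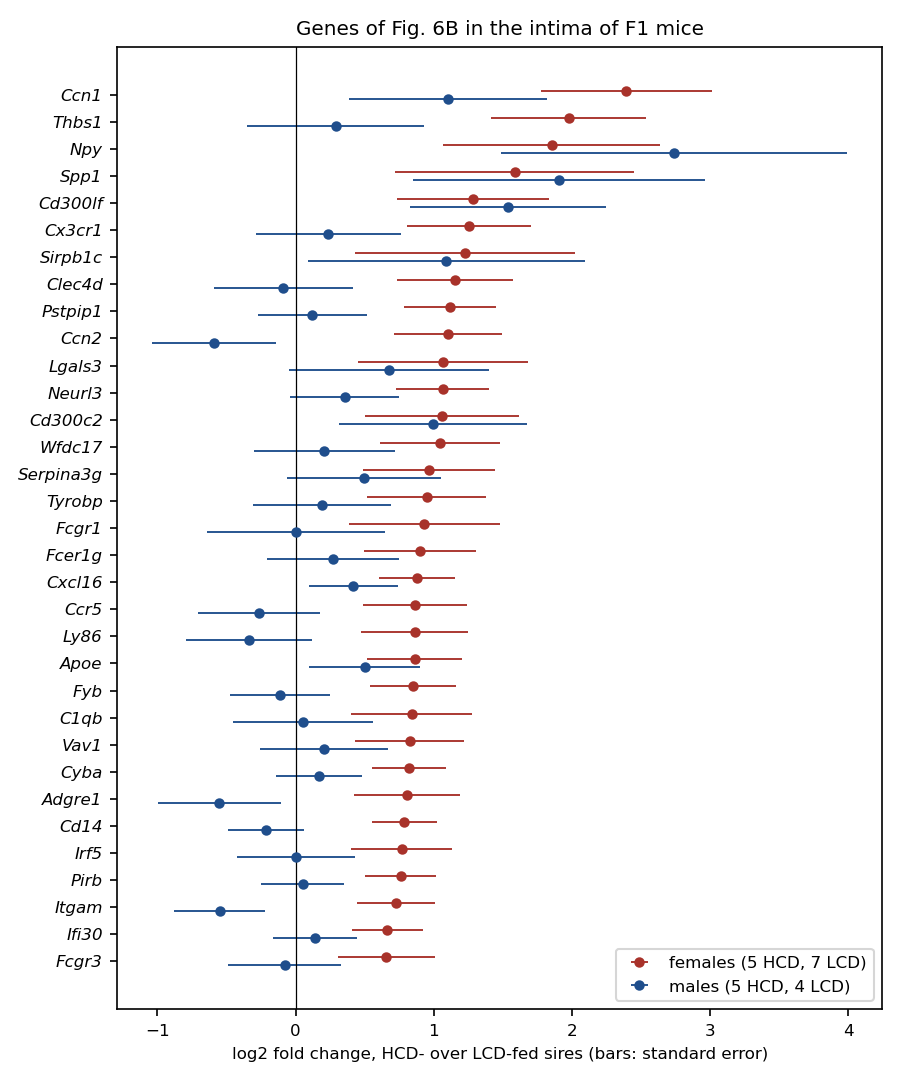
Log2 fold change (horizontal axis, HCD-fed over LCD-fed sires) of the 33 genes of Fig. 6B in females and in males. Points are estimates of the edgeR fit and bars are standard errors, and in females all points lie above 0.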

Consistently, the genes associated with these GOBP terms were upregulated in the intima of F1 female but not male mice from HCD-fed sires as shown in the heatmap (Figure 6B).

### CCN1 and CCN2 proteins are elevated in the lesions of F1 females from HCD-fed sires and promote proatherogenic gene expression in endothelial cells in vitro.

While paternal HCD feeding led to significant upregulation of some known proatherogenic and proinflammatory genes or pathways in the intima of F1 female but not male offspring, several other DEGs induced by paternal hypercholesterolemia have not been well studied. 

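Ccn1 and Ccn2 encode secreted proteins of the extracellular matrix. In females, Ccn1 stood at 133 ± 124 CPM (SD, n = 7) with LCD-fed sires and 699 ± 833 CPM (SD, n = 5) with HCD-fed sires, and Ccn2 at 352 ± 92.0 and 755 ± 405 CPM. In males, Ccn1 stood at 692 ± 323 CPM (SD, n = 4) and 1486 ± 539 CPM (SD, n = 5), and Ccn2 at 936 ± 555 and 622 ± 471 CPM. With LCD-fed sires, both genes were lower in females than in males, by log2 fold changes of −2.38 for Ccn1 (standard error 0.64, adjusted p = 0.0605 from edgeR) and −1.41 for Ccn2 (standard error 0.41, adjusted p = 0.0733 from edgeR).

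Ccn1 lies on the minus strand of chromosome 3 (GRCm38, 145646976 to 145649981). Its log2 fold change with HCD-fed sires in females was 2.39 (standard error 0.62, adjusted p = 0.329 from edgeR's quasi-likelihood test), and 3 of 5 mice from HCD-fed sires lay above all 7 from LCD-fed sires (exact permutation test, two-sided, p = 0.0202). In males it was 1.10 (standard error 0.72, adjusted p = 0.727 from edgeR, exact permutation p = 0.0556). Ccn2 lies on the plus strand of chromosome 10 (24595442 to 24598683). Its log2 fold change in females was 1.10 (standard error 0.39, adjusted p = 0.389 from edgeR), with 4 of 5 mice above all 7 (exact permutation p = 0.00379), and in males −0.59 (standard error 0.45, adjusted p = 0.771 from edgeR, exact permutation p = 0.270; −1.16 to −0.11 with each library left out in turn). The diet effects of the sexes differed by 1.29 for Ccn1 (standard error 0.93, adjusted p = 0.707 from edgeR) and by 1.69 for Ccn2 (standard error 0.59, adjusted p = 0.542 from edgeR), and neither difference passed. Thbs1, another matrix protein of Fig. 6B (chromosome 2, 118111876 to 118127133), stood at 211 ± 141 and 828 ± 736 CPM in females, a log2 fold change of 1.98 (standard error 0.56, adjusted p = 0.360 from edgeR).

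Of 21 immediate early genes, 19 were higher in females with HCD-fed sires (median 0.62), 1 when adjusted over the list alone and none over all genes (camera adjusted p = 1.6e-05, and adjusted p = 0.317 with an estimated correlation). By voom that median was 0.63, as low as 0.33 with each library left out in turn and 0.22 with 3 female libraries removed, a choice made after the values were seen, where the list no longer passed (camera adjusted p = 0.341). Across the 12 females, Ccn1 moved with the mean log2 CPM of the immediate early genes of the mouse, with Pearson's r = 0.930 (permutation p = 7.0e-05, adjusted 0.000210) and Spearman's rho = 0.825 (permutation p = 0.00160, adjusted 0.00480), and without the 2 mice farthest from the median r was 0.889. Ccn2 gave Pearson's r = 0.645 (permutation p = 0.0242, adjusted 0.0363) and Spearman's rho = 0.469 (permutation p = 0.127, adjusted 0.191), and r was 0.616 without those mice. Within the 7 females from LCD-fed sires alone, r was 0.939 for Ccn1 and −0.0393 for Ccn2, so that the relation of Ccn2 did not hold within that group. The values were adjusted over Ccn1, Ccn2 and Thbs1.

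Replicate 4 of the females from HCD-fed sires was the highest female for both genes, at 2146 CPM of Ccn1 and 1439 CPM of Ccn2, and without it the log2 fold changes were 1.38 and 0.77. The adjusted p of Ccn1 and Ccn2 were 0.0418 and 0.0258 by the likelihood ratio test with females fitted alone and 0.0479 and 0.144 by DESeq2.

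**Figure D3:**
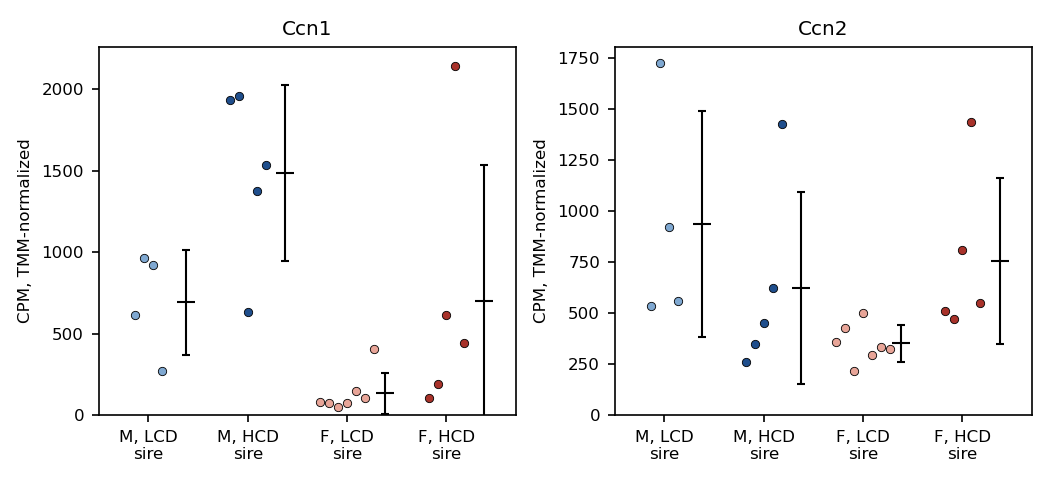
CPM of Ccn1 and Ccn2 (vertical axes, scaled by TMM, from 0) in the 4 groups of mice, by sex and by diet of the sire. Each point is a mouse and the bars give mean ± SD, of which the lower end for Ccn1 in females from HCD-fed sires runs below 0 and is not shown.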

To explore genes or pathways that may contribute to paternal hypercholesterolemia-elicited atherogenic effects in the offspring, we investigated several candidate genes including *Ccn1* and *Ccn2*, which are 2 upregulated intimal genes in female offspring that are implicated in regulating vascular function and inflammatory responses (52–55).

We first evaluated the protein levels of CCN1 and CCN2 in the atherosclerotic plaques by immunofluorescence staining. Consistent with RNA-Seq results, both CCN1 and CCN2 protein levels were significantly elevated in the atherosclerotic plaques of F1 female but not male offspring from HCD-fed sires as compared with the offspring from LCD-fed sires (Figure 7, A and B). Interestingly, we found that CCN1 and CCN2 proteins can be colocalized with both macrophages and endothelial cells in atherosclerotic lesions (Supplemental Figure 4). To elucidate the potential role of CCN1 and CCN2 in regulating endothelial cell function related to atherosclerosis, we treated human endothelial cells, HMEC-1 cells (43, 56), with recombinant human CCN1 or CCN2 proteins. Interestingly, both CCN1 and CCN2 protein treatments led to increased expression of several key proatherogenic genes, including *Vcam1*, *Icam1*, *Mcp1*, and *Il6*, in HMEC-1 cells (Figure 8A).

To determine whether CCN1 and CCN2 can regulate endothelial cell function, we examined the effect of CCN1 and CCN2 treatment on macrophage adhesion properties to endothelial cells. Freshly isolated primary macrophages from LDLR^–/–^ mice were incubated with HMEC-1 cells treated with CCN1, CCN2, or TNF-α. Similar to TNF-α treatment, CCN1 and CCN2 treatment increased macrophage adhesion to HMEC-1 cells (Figure 8B). Previous studies have demonstrated that CCN1 and CCN2 can activate NF-κB signaling in other cell types (52, 53, 57, 58). NF-κB is a master transcriptional factor that regulates immune responses and has also been shown to promote atherosclerosis development (48, 49, 59). Interestingly, we found that treatment of HMEC-1 cells with CCN1 and CCN2 led to increased phosphorylation of the NF-κB p65 subunit and induction of p65 nuclear colocalization (Supplemental Figure 5), indicative of NF-κB signaling activation. Taken together, these results demonstrate that paternal HCD feeding leads to increased intimal expression of CCN1 and CCN2 in female offspring, which may promote endothelial cell dysfunction through NF-κB signaling pathway.

### PANDORA-Seq detects differentially expressed tsRNAs and rsRNAs in the sperm of hypercholesterolemic LDLR^–/–^ male mice.

Sperm contain specific sncRNAs, including tsRNAs and rsRNAs, that have been reported to function as transmissible epigenetic regulators to mediate offspring’s metabolic phenotypes (13, 29, 39). Many sperm tsRNAs and rsRNAs are highly modified, and these RNA modifications render sncRNAs undetectable by widely used traditional RNA-Seq methods. To overcome this limitation, we utilized a newly developed small RNA-Seq method, PANDORA-Seq (40), which can unveil a more comprehensive tsRNA/rsRNA landscape in sperm and tissues (40, 43).

To investigate whether exposure to HCD can elicit sncRNA changes in the sperm of LDLR^–/–^ mice that may confer proatherogenic effects in offspring, we isolated total RNAs from sperm of LCD- and HCD-fed male LDLR^–/–^ mice and conduced both traditional RNA-Seq and PANDORA-Seq. The sequence data were then analyzed using the *SPORTS1.1* bioinformatics tool (40, 60). Consistent with our previous results (33, 40), PANDORA-Seq but not traditional RNA-Seq uncovered abundant tsRNA and rsRNA populations in sperm of both LCD- and HCD-fed mice (Figure 9A). In addition, only PANDORA-Seq can detect that exposure to HCD induced differentially expressed sperm total tsRNAs and rsRNAs. We then analyzed the origins of sperm tsRNA related to their loci from tRNA precursors, including 5′tsRNAs, 3′tsRNAs, 3′tsRNAs with a CCA end, and internal tsRNAs. PANDORA-Seq results show elevated relative expression of specific genomic and mitochondrial-derived (mt-derived) tsRNA origins (normalized to miRNAs) as compared with traditional RNA-Seq results (Figure 9B). Interestingly, most genomic tsRNAs were derived from the 5′-end of mature tRNAs while, many mitochondrial tsRNAs originated from the 5′end and internal regions of tRNAs (Figure 9B). Overall, PANDORA-Seq detected 813 differentially regulated tsRNAs and rsRNAs elicited by HCD feeding as shown in the heatmap (Figure 9C and Supplemental Table 3). Furthermore, mapping of tsRNA and rsRNA expression patterns on selected individual tRNA or rRNA length scales, including tRNA-Asp-GTC, tRNA-Ser-CGA, mt-tRNA-His-GTG, and 5.8S rRNA, revealed that these tsRNAs/rsRNAs also contain distinct dynamic responses to HCD feeding (Figure 9, D and E, and Supplemental Figure 6, A and B). The functions of these tsRNAs or rsRNAs as epigenetic regulators are mostly unknown, but previous studies from us and others have demonstrated that sperm sncRNA fractions enriched by tsRNAs/rsRNAs contributed to the epigenetic inheritance of paternally acquired metabolic disorder through zygotic injection (13, 14, 61–63). Thus, it is plausible that these altered tsRNAs or rsRNAs contribute to paternal hypercholesterolemia-induced intergenerational atherogenic effects.

### Exposure to HCD alters sncRNA biogenesis–related genes in the epididymis.

Biogenesis of sperm sncRNAs, including tsRNAs, mainly occurs in the epididymis rather than testis (29, 38, 64). To determine whether changes in the sperm sncRNA profile from HCD-fed LDLR^–/–^ mice are due to altered tsRNA/rsRNA biogenesis in the epididymis, we examined the expression of sncRNA biogenesis–related genes in the testis, caput, and cauda epididymis (Figure 10A). HCD feeding did not significantly affect the expression of sncRNA biogenesis–related genes in the testis or caput epididymis (Figure 10, B and C). Interestingly, exposure to HCD led to increased expression of several key sncRNA biogenesis–related genes inducing tsRNA cleavage enzymes *Ang*, *Rnasel*, and *Rnaset2* and RNA modification enzymes *Mettl3* in the cauda epididymis (Figure 10D). There results indicate that hypercholesterolemia affects tsRNA/rsRNA biogenesis–related gene expression in the epididymis (primarily in the cauda), leading to the altered sperm sncRNA landscape.

### Hypercholesterolemia-stimulated sperm tsRNAs/rsRNAs induce early transcription changes in murine embryoid bodies.

We previously demonstrated that tsRNAs and rsRNAs can affect murine embryonic stem cell (mESC) differentiation and embryoid body (EB) transcriptome (40). To explore the potential functions of the dysregulated sperm tsRNAs/rsRNAs, we transfected a pool of selected tsRNAs and rsRNAs including tsRNA-Glu-CTC/TTC, mt-tsRNA-His-GTG, rsRNA-18S, and 2 rsRNAs derived from rRNA-28S that were stimulated by HCD feeding into mESCs followed EB formation (Supplemental Table 3). Interestingly, we found that transfection of these tsRNAs/rsRNAs led to significantly increased expression of several proatherogenic or endothelial dysfunction–related genes including Endothelin (*End1*), E-selectin (*Sele*), and *Il1b* (Supplemental Figure 7). In addition, the expression levels of *Sox17*, a key transcription factor regulating cardiovascular development and endoderm differentiation (65, 66), was also elevated by transfection of those tsRNAs/rsRNAs (Supplemental Figure 7). Thus, HCD feeding–stimulated sperm tsRNAs and rsRNAs may have adverse effects on offspring cardiovascular development or atherogenesis.

## Discussion

Increasing lines of evidence demonstrate that parental exposure–acquired diseased phenotypes can be encoded in the germline epigenome and transmitted to future generations, leading to adverse health outcomes (31, 67–70). While many studies have investigated the adverse effects of maternal exposures to suboptimal factors on offspring cardiometabolic health, little is known about the contribution of paternal factors to CVD risk in offspring. In the current study, we investigated the effects of paternal HCD feeding on offspring atherosclerosis development in LDLR^–/–^ mice (Figure 11). We found that paternal hypercholesterolemia significantly increased atherosclerosis in F1 female but not male LDLR^–/–^ mice. Interestingly, paternal hypercholesterolemia–elicited sex-specific atherogenic effects in the offspring were independent of serum lipid levels or metabolic dysfunction. RNA-Seq analysis then revealed that paternal hypercholesterolemia can lead to upregulation of many known proatherogenic genes or pathways in the intima of F1 female mice. We then identified 2 potentially novel proatherogenic genes, *Ccn1* and *Ccn2*, that may contribute to increased atherosclerosis development in female F1 LDLR^–/–^ mice by regulating proatherogenic gene expression in endothelial cells. Using the innovative PANDORA-Seq method, we revealed that HCD feeding can alter the sperm tsRNA and rsRNA landscape, which may contribute to paternally acquired atherosclerosis in offspring. We also discovered that exposure to HCD alters sncRNA biogenesis–related genes in the epididymis but not testis, which may lead to the altered sperm sncRNA landscape. Although the exact mechanism through which sperm tsRNAs and rsRNAs mediate paternally acquired atherosclerosis in offspring remains elusive, we found that hypercholesterolemia-stimulated sperm tsRNAs and rsRNAs can induce early transcription changes in murine EBs. Several proatherogenic or endothelial dysfunction–related genes were upregulated by these tsRNAs/rsRNAs in EBs, and this occurrence may lead to adverse effects on cardiovascular development or increased atherosclerosis in the offspring. Our study demonstrates that paternal dietary exposure can elicit sex-specific intergenerational atherosclerosis in offspring using appropriate animal models.

Human longitudinal studies, such as the Framingham Offspring Study, have suggested that the presence of parental CVD risk factors can lead to increased CVD in offspring (7, 20, 71). Moreover, clinical and animal studies have demonstrated that maternal exposures to suboptimal environmental factors such as unhealthy diets and toxicants may lead to CVD complications, including hypertension (25, 72, 73), increased intima-media thickness (74, 75), altered lipid profile (76), and increased atherosclerosis (21, 23, 26, 27), in offspring. In addition to maternal influences, offspring CVD can be closely associated with paternal CVD risk factors in humans (7–9, 20). However, limited studies have investigated paternal exposure–elicited cardiometabolic disease risk in animal models. Furthermore, most of the paternal studies, including our previous ones, have focused on the intergenerational transmission of paternally acquired metabolic disorders but not CVD (12–14, 19, 29–31, 33, 63, 77). In the current study, we utilized the widely used atherosclerosis-prone LDLR^–/–^ mouse model to investigate the effect of paternal HCD feeding on offspring atherosclerosis development. We report that paternal hypercholesterolemia can lead to increased atherosclerosis development and intimal proatherogenic gene expression in female LDLR^–/–^ descendants, demonstrating the atherogenic effects of paternal unhealthy diet exposure in offspring.

It is intriguing that paternal hypercholesterolemia can lead to increased atherosclerosis in female but not male offspring in LDLR^–/–^ mice. Parental exposure–elicited sex-specific effects on offspring cardiometabolic health have been reported in both human and animal studies (8, 78). For example, human studies suggest that maternal undernutrition may lead to increased adiposity and BW in middle-age female but not male descendants (78, 79). In animal studies, maternal hypercholesterolemia also led to early atherosclerosis development in female but not male offspring in apolipoprotein E–deficient mice (26, 27) and circulating lipid levels were unlikely to be the main factor contributing to accelerated atherosclerosis development in the offspring. An earlier study in rats claimed that F1 female but not male offspring from HFD-fed sires had glucose tolerance impairment (12). A very recent report showed that paternal HFD feeding in mice led to increased metabolic disorders in male offspring, but female offspring were not included in the study (32). We also demonstrated that paternal exposure to a plastic-associated EDC, dicyclohexyl phthalate, elicited sex-specific transgenerational effects in F2 offspring in mice (33). Interestingly, paternal EDC exposure induced glucose intolerance in F2 female but not male descendants (33). The mechanisms responsible for sex differences in the intergenerational inheritance of metabolic phenotypes remain largely unknown. Several potential mechanisms related to sex hormones (30, 78, 80, 81), sex chromosomes (82, 83), mitochondrial function (84, 85), or developmental epigenetic reprogramming (78) have been suggested. Furthermore, the sex-difference in offspring phenotype may also be derived from the different sperm RNA information carried in X versus Y sperm (86), with mechanisms that remain unknown. Sexual dimorphic responses to early life perturbations, from either ancestral side, remain an important but understudied research topic. Future studies are required to understand the detailed mechanisms for sex differences in the intergenerational transmission of paternally acquired cardiometabolic phenotypes.

In addition to known proatherogenic genes, our RNA-Seq analysis identified 2 potentially new proatherogenic genes, *Ccn1* and *Ccn2*, that may contribute to increased atherosclerosis in F1 females. CCN1 and CCN2 are matricellular proteins that are essential for cardiovascular development during embryogenesis (52, 53, 87, 88). The expression of these genes is reduced later in life and can be increased in atherosclerotic plaques of both humans and rodents (52–55, 89, 90). We found that CCN1 and CCN2 can be colocalized with both endothelial cells and macrophages within atherosclerotic lesions. The function of CCNs in macrophages has been previously reported (91, 92), but their role in endothelial cell biology remains unclear. We then discovered that CCN1 and CCN2 proteins can activate NF-κB signaling and stimulate proatherogenic gene expression in endothelial cells in vitro. Thus, it is plausible that the increased endothelial *Ccn1/Ccn2* expression may affect other cell types such as macrophages to contribute to the exacerbated atherosclerosis in F1 female mice from HCD-fed sires.

Emerging evidence supports the notion that the paternal environment can influence offspring health, but the underlying molecular mechanisms remains largely unknow. Recent studies by us and others have demonstrated that environmental exposures, including unhealthy diet, environmental toxicants, and stress, can alter the sperm RNAs to mediate intergenerational inheritance (13, 14, 32, 33, 63, 93–97). We previously discovered that mouse sperm is enriched with a subset of sncRNAs, including tsRNAs and rsRNAs, that contribute significantly to intergenerational inheritance of paternally acquired metabolic disorders (13, 14, 29, 38, 39, 98). The injection of sperm total RNAs or tsRNA/rsRNA-enriched RNA fractions from HFD-exposed sires can induce offspring phenotypes that fully or partially recapitulated the paternal environmental input, including obesity and altered glucose metabolism (13, 14), thus demonstrating that sperm RNAs have causal effects in mediating intergenerational inheritance in mammals. Many sperm tsRNAs/rsRNAs are highly modified, and these RNA modifications may shape the RNA secondary structures and biological properties to mediate epigenetic inheritance (14, 38, 99). While RNA modifications are essential for the functions of sncRNAs such as tsRNAs (38, 100, 101), these modifications can also interfere with either reverse transcription or adaptor ligation process when constructing cDNA library for RNA-Seq analysis, thereby limiting the sncRNA detection capacity of the traditional RNA-Seq method. To address this obstacle, we utilized the PANDORA-Seq method, which enabled us to identify highly modified sncRNAs that are otherwise undetectable by traditional RNA-Seq (40, 41). In the current study, PANDORA-Seq revealed abundant tsRNA/rsRNA expression in the sperm of LDLR^–/–^ mice as compared with traditional RNA-Seq results. These results are consistent with our recent results demonstrating that these understudied tsRNAs/rsRNAs are much more abundant than the well-studied miRNAs across many human and murine tissues or cells, including sperm (33, 40, 43, 100, 101). Interestingly, HCD-feeding also led to upregulation of sperm mt-tsRNAs that have recently been linked to mitochondrial dysfunction in HFD-fed mice and obese humans (32, 102). These sperm sncRNAs has also been shown to affect altered early-embryo transcription, which may lead to offspring metabolic disorders (32). Therefore, the sperm nuclear and mitochondrial-derived sncRNAs could act as key factors in mediating paternal hypercholesterolemia–elicited atherosclerosis in offspring.

To explore how the altered sperm sncRNAs may affect offspring cardiovascular heath, we investigated the effect of a pool of sperm tsRNA/rsRNA on murine EB transcription changes. We and others have demonstrated that tsRNAs/rsRNAs, including sperm mt-tsRNAs, can affect EB or early-embryo transcription (32, 40). Therefore, we also included HCD-stimulated sperm mt-tsRNAs in our assays. Interestingly, we found that overexpression of these sperm tsRNAs/rsRNAs, including sperm mt-tsRNA, led to increased expression of proatherogenic genes such as *End1*, *Sele*, and *Il1b* in murine EBs. While IL-1β has been well established to promote atherosclerosis, END1 and SELE are markers for endothelial dysfunction and may also contribute to the development of CVD (103–106). In addition, the expression levels of *Sox17* were also elevated by overexpression of those tsRNAs/rsRNAs. Sox17, an essential factor controlling endothelial and hematopoietic cell lineages (65, 66), also plays an important role in regulating endothelial cell function and can be upregulated in response to endothelial dysfunction (65). It is plausible that tsRNA/rsRNA-elicited early transcription changes in EBs lead to adverse effects on of the increased expression of proatherogenic genes, causing adverse effects on atherogenesis later in life. Future studies are needed to investigate the functions and detailed mechanisms of these tsRNAs/rsRNAs in mediating HCD feeding–induced intergenerational atherosclerosis risk.

It is interesting that HCD feeding can alter the sperm tsRNA/rsRNA landscape. Biogenesis of sperm sncRNAs, including tsRNAs, mainly occurs in the epididymis (29, 38, 64). Epididymal but not testicular sperm sncRNAs are also more susceptible to unhealthy diet exposures (32). While the mechanisms underlying the diet-induced sperm sncRNA changes remain unknown, it is possible that dietary changes altered the levels or activities of related enzymes for RNA modifications and cleavage enzymes, leading to altered tsRNA/rsRNA biogenesis. We found that HCD feeding mainly affected the expression of RNA biogenesis–related genes in cauda epididymis but not in testis or caput epididymis. Specifically, exposure to HCD led to significantly increased expression of cleavage enzymes *Ang*, *Rnasel*, and *Rnaset2* and modification enzyme *Mettl3* in cauda epididymis. *Ang*, *Rnasel*, and *Rnaset2* are ribonucleases that cleave tRNAs into tsRNAs and have been shown to alter the sperm tsRNA/rsRNA composition (63, 107). *Ang* has also been well documented to be induced under various stress conditions including inflammation (63, 108). *Mettl3* is a m^6^A methyltransferase that can also regulate RNA translation and many biological processes (109). It is plausible that the high cholesterol environment affects the expression levels or activities of these enzymes to modulate sperm sncRNA biogenesis in the epididymis, leading to an altered “sperm RNA code” that affects offspring health (29, 39, 110). Future studies are required to study the detailed mechanism through which consumption of unhealthy diets affects sperm tsRNA/rsRNA biogenesis to mediate intergenerational transmission of paternally acquired CVD and other chronic diseases.

In summary, we investigated the effect of paternal hypercholesterolemia on offspring atherosclerosis development in LDLR^–/–^ mice and revealed that paternal hypercholesterolemia induced sex-specific atherogenic effects in LDLR^–/–^ offspring. Paternal HCD feeding led to significantly increased atherosclerosis in F1 female but not male LDLR^–/–^ mice. The increased atherosclerosis in female offspring also correlated with elevated proatherogenic gene expression in the intima. PANDORA-Seq then uncovered that HCD feeding can lead to altered sperm tsRNA and rsRNA profiles, which could be key contributing factors that convey intergenerational transmission of paternally acquired atherosclerosis in offspring. The altered sperm sncRNA profiles were probably due to HCD-elicited changes in epidydimal RNA modification and cleavage enzymes. Lastly, hypercholesterolemia-stimulated sperm tsRNAs and rsRNAs can induce early transcription changes of cardiovascular development and atherosclerosis-related genes in murine EBs. Our findings are intended to stimulate further investigations of the effect of parental exposures on offspring cardiovascular health and the underlying mechanisms of parentally acquired CVD and other chronic diseases.

## Methods

### Sex as a biological variable.

Our study examined both male and female LDLR^–/–^ mice, and we found there were sex-dimorphic effects for atherosclerosis development in F1 offspring. For F0 mice, only male LDLR^–/–^ mice were exposed to different diets, since the study was designed to investigate the effect of paternal exposures on offspring atherosclerosis development.

### Animals.

Three-week-old littermate male LDLR^–/–^ mice (The Jackson Laboratory) were fed ad libitum on a semisynthetic low-fat (4.2% fat) AIN76 diet containing low cholesterol (LCD; 0.02% cholesterol; Research Diets) or high cholesterol (HCD; 0.5% cholesterol; Research Diets) for 8 weeks before mating with age-matched LCD-fed female LDLR^–/–^ mice (C57BL/6 strain, The Jackson Laboratory) (42–46). Male mice were housed with female mice with free access to LCD during the light cycle. Male mice were returned to their cages overnight with their assigned LCD or HCD, and female mice were maintained on LCD during mating, gestation, and lactation. Female mice were never exposed to HCD. After copulation was confirmed by vaginal plug detection, the male mice were removed from the mating cage and humanely euthanized. These initial mouse pairs are designated F0. The F1 offspring were weaned at 3 weeks of age and were given a LCD until euthanasia at 19 weeks old. To ensure that the atherosclerotic phenotype we observed was not batch specific, 7 LCD-fed sires were mated with 8 control females and 6 HCD-fed sires were mated with 7 control females. Eight litters were generated from LCD-fed sires, and 7 litters were generated from HCD-fed sires. At least 1 mouse from each litter was used for the study. All animals were housed in pathogen-free microisolator cages in a temperature controlled (~21°C) environment with a 12-hour light-dark cycle. On the day of euthanasia, mice were fasted for 6 hours following the dark cycle (feeding cycle). Mice were anesthetized with ketamine/xylazine (100/10 mg/kg BW) by i.p. injection. The peritoneum and chest cavity of the mouse was opened to expose the heart. Blood was collected from the right ventricle of the heart using a 23G needle and 1 mL syringe. Following blood collection, the right atrium was nicked, and 10 mL of saline was injected into the left ventricle to perfuse the circulatory system, which also killed the mouse by exsanguination. The major tissues and organs were collected and weighed as previously described (43, 44, 51, 111).

### Metabolic phenotype analysis.

BW was measured weekly. Body lean and fat mass was measured by NMR spectroscopy (EchoMRI, Echo Medical System). I.p. GTT (IPGTT) was performed as previously described 1 week before sacrifice (33, 44).

### Sperm isolation.

Sperm from F0 mice were collected as previously described (40, 112). Mature sperm was released from the cauda epididymis and incubated in 5 mL of PBS at 37°C for 15 minutes. Afterward, the sperm were filtered through a 40 μm cell strainer to remove any residual tissue debris. Sperm were then incubated in somatic cell lysis buffer (0.1% SDS and 0.5% Triton X-100) for 40 minutes on ice to remove somatic cells. Sperm was pelleted and collected in 1 mL of Trizol (Sigma-Aldrich, T9424) for RNA isolation.

### Blood analysis.

Blood samples were collected from the right ventricle and centrifuged at 1,500*g* for 15 minutes at 4°C. The upper clear phase (serum) was collected for lipid analysis. Serum total cholesterol and total triglyceride concentrations were measured using the Wako Cholesterol E enzymatic colorimetric assay (Wako, 999-02601) and the Wako L-type TG M assay (Wako, 994-02891) according to the manufacturer’s instructions (FUJIFILM Medical Systems). The lipoprotein fractions were isolated in a Beckman Coulter XPN100-IVD ultracentrifuge as previously described (43, 49, 113).

### RNA isolation.

Total RNAs were collected from F0 mouse sperm; testis, caput, and cauda epididymis; F1 mouse intima; and cultured cells as previously described (33, 40, 43, 114). For the intimal RNA isolation, aortas of F1 mice were isolated and flushed with PBS followed by intimal peeling using TRIzol reagent (Sigma-Aldrich, T9424). A total of ~300–400 μL of Trizol was flushed into the aorta for 10 seconds (~100 μL) followed by a 10-second pause 3 times as previously described (43). The flowthrough was collected in a 1.5 mL Eppendorf tube followed by RNA extraction.

### Atherosclerotic lesion analysis.

The atherosclerotic plaque sizes were quantified as previously described (112, 115, 116). To quantify the plaque area at the aortic root, optimal cutting temperature (OCT) compound–embedded hearts were sectioned at a 12 μm thickness, keeping all the 3 valves of the aortic root in the same plane, and stained with Oil Red O. To quantify the atherosclerotic plaque area at the BCA, the OCT-embedded BCAs were sectioned from distal to proximal at a thickness of 10 μm. BCA atherosclerotic lesions from the lumenal to the internal elastic lamina were quantified in 3 equidistant Oil Red O–stained sections at 200, 400, and 600 μm proximal from the branching point of the BCA into the carotid and subclavian arteries. Images were taken and plaque size was quantified using a Nikon microscope (Nikon).

### Cell culture.

Human endothelial cell line HMEC-1 was purchased from ATCC (catalog CRL-3243) (43). Cells were treated with 1 μg/mL CCN1 or CCN2 for 1, 3, or 4 hours and then used for the indicated quantitative PCR (qPCR) and Wester blotting experiments. For macrophage adhesion assay, HMEC-1 cells were pretreated with 10 ng/mL TNF-α or with 1 μg/mL CCN1 or CCN2 for 24 hours. LDLR^–/–^ mice were injected with 1 mL of thioglycolate for 3 days to stimulate macrophage production. Isolated peritoneal macrophages were stained with calcein acetoxymethyl and incubated with HMEC-1 for 4 hours. The attached macrophages were fixed and counted under a fluorescence microscope. mESCs containing an Oct4-GFP reporter were provided by Sihem Cheloufi (University of California, Riverside). mESCs were maintained in stem cell media and passaged every 2 days in gelatin-coated dishes as we previously described (40).

### mESC transfection and EB formation assay.

mESC transfection and EB formation assays were performed as we previously described (40). mESCs were transfected with vehicle, control oligos, and tsRNA/rsRNA pool oligos for EB differentiation assay. After 24 hours, the EBs were collected and total RNAs were extracted for further analysis. For each transfection, 3 independent replicates were performed. Vehicle and control oligos were used as controls. The tsRNA/rsRNA pool oligo contained the following RNAs: tsRNA Glu-CTC/TTC (5′-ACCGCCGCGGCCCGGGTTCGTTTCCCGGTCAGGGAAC-3′), mt-tsRNA His-GTG (5′-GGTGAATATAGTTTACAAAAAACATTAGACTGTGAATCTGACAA-3′), rsRNA 18S (5′-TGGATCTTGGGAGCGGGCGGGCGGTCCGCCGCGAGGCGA-3′), and rsRNA 28S (5′-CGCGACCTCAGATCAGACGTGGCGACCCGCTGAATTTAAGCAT-3′ and 5′-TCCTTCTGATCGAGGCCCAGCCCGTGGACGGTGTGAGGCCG-3′).

### qPCR.

We measured the relative mRNA expression levels by qPCR with the SYBR Green (Bio-Rad, 170–8886) kit using a Bio-Rad CFX Real-Time-PCR Machine (Bio-Rad, 184–5096) (33, 43, 114). The primer sequences are included in Supplemental Table 4.

### Western blotting.

Western blotting experiments were performed as previously described (33, 111, 113). Primary antibodies including anti-actin (1:5,000 dilution, MilliporeSigma A2066), anti-p65 (1:1,000 dilution, Cell Signaling Technology, 3034), and anti–phospho-p65 (Ser 536) (1:1,000 dilution, Cell Signaling Technology, 93H1) as well as anti–rabbit secondary antibodies (1:5,000 dilution, MilliporeSigma, 12–348) were used for these experiments.

### Immunofluorescence staining.

The cryosections of mouse aortic root and cultured human HMEC-1 cells were used for immunofluorescence staining as previously described (43, 115). For immunostaining, samples were incubated with antibodies against MOMA2 (Bio-Rad, MCA519a), MCP-1 (Abcam, ab7202), IL-6 (Bio-Rad AbD Serotec, MCA1490), α-SMA (Abcam, ab5694), CCN1 (R&D, 4055CR050), CCN2 (R&D, 9190CC050), or p65 (Santa Cruz Biotechnology, sc-372) at 4°C for 12–15 hours. The sections were rinsed with PBS and incubated with fluorescein-labeled secondary antibodies (Invitrogen). The nuclei were stained by mounting the slides with DAPI medium (Vector Laboratories).

### RNA-Seq and transcriptomic data analysis.

The creation of cDNA libraries and sequencing were performed using the Illumina standard operation pipeline as previously described (33, 51, 117, 118). For data analysis, we applied the *Salmon* tool to quantify the mRNA expression from the raw sequencing data with the default setting, based on the Ensembl mouse cDNA annotation (GRCm38). We then employed the *edgeR* algorithm (119) to perform the groupwise comparison in transcriptomic pattern, using the *TMM* algorithm to perform read count normalization and effective library size estimation and the likelihood ratio test to identify the DEGs. The genes with a FDR < 0.1 and a fold change (FC) > 1.5 was deemed differentially expressed. We further performed GO analysis upon the DEGs using the definition from GO project. The DAVID bioinformatics tool (120) was applied to detect the GOBP terms enriched by the DEGs. For each prioritized GOBP term, we computed a gene set score, using the FAIME algorithm (121). A higher FAIME score suggests an increased overall expression of a given GOBP term/gene set. All the RNA-Seq data sets have been deposited in the Gene Expression Omnibus (GEO; GSE251713).

### PANDORA-Seq of sperm small RNAs.

PANDORA-Seq protocol has been described in detail in our recent reports (33, 40, 43). Briefly, sperm total RNAs isolated for LCD- and HCD-fed male LDLR^–/–^ mice were run through a 15% urea polyacrylamide gel. Small RNA of 15–50 nucleotides was visualized with SYBR Gold solution (Invitrogen, S11494) and excised (40). A sample of the eluted RNA was stored in –80°C for Traditional-Seq. The remaining RNA was eluted and then treated with T4PNK reaction mixture (5 μL 10× PNK buffer, 1 mM ATP, 10 U T4PNK) followed by RNA isolation with TRIzol. The collected RNAs were then treated with AlkB mixture (50 mM HEPES, 75 μM ferrous ammonium sulfate, 1 mM α-ketoglutaric acid, 2 mM sodium ascorbate, 50 mg/L BSA, 4 μg/mL AlkB, 2,000 U/mL RNase inhibitor) followed by RNA isolation with TRIzol. The recombinant AlkB enzyme was prepared by Linlin Zhao (University of California, Riverside) as previously described (40). The adapters (New England Biolabs, E7330S) were ligated sequentially (3′ adapter, revers transcription primer, 5′ adapter). First-strand cDNA synthesis was performed followed by PCR amplification with PCR Primer Cocktail and PCR Master Mix to enrich the cDNA fragments. Finally, the PCR products were purified from PAGE gel and prepared for sequencing at the Genomics Center of UCSD (San Diego, California, USA) (Illumina system) (33, 40, 43).

Small RNA-Seq results were annotated using the software *SPORTS1.1* with one mismatch tolerance (*SPORTS1.1* parameter setting: -M 1). Statistical significance among different groups was determined by 2-sided 1-way ANOVA with uncorrected Fisher’s least significant difference test. Pairwise comparison of differentially expressed sncRNAs (average raw counts of each sncRNA > 10 in the compared treatments) among different diets was performed using the R package DEseq2 with a normalized RPM FC > 2 and *P* < 0.05. All the small RNA-Seq data sets have been deposited in the GEO (GSE251713).

### Statistics.

All data except the high-throughput sequencing data are presented as the mean ± SEM. Individual pairwise comparisons were analyzed by 2-sample, 2-tailed Student’s *t* test. One-way ANOVA was used for analyzing different origins of the tsRNA/miRNA expression ratio under different treatments (uncorrected Fisher’s LSD test) or when the statistical significance of more than 2 groups were analyzed (Bonferroni’s multiple-comparison test). Two-way ANOVA was used when multiple comparisons were made, followed by a Bonferroni multiple comparisons test. Data analysis was performed using the GraphPad Prism 10 software with statistical significance set at *P* < 0.05.

### Study approval.

All animal studies were performed in compliance with the IACUC protocols approved by the University of California, Riverside.

### Data availability.

All the RNA-Seq data sets have been deposited in the GEO under the accession no. GSE251713. Values for graphs in the figures and supplemental figures are provided in the Supporting Data Values file.

## Author contributions

CZ and RH conceptualized and designed the research. RH performed most of the experiments and analyzed the data with the help from XL, JS, TRD, TZ, and QC. RH, TZ, QC, and CZ wrote the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
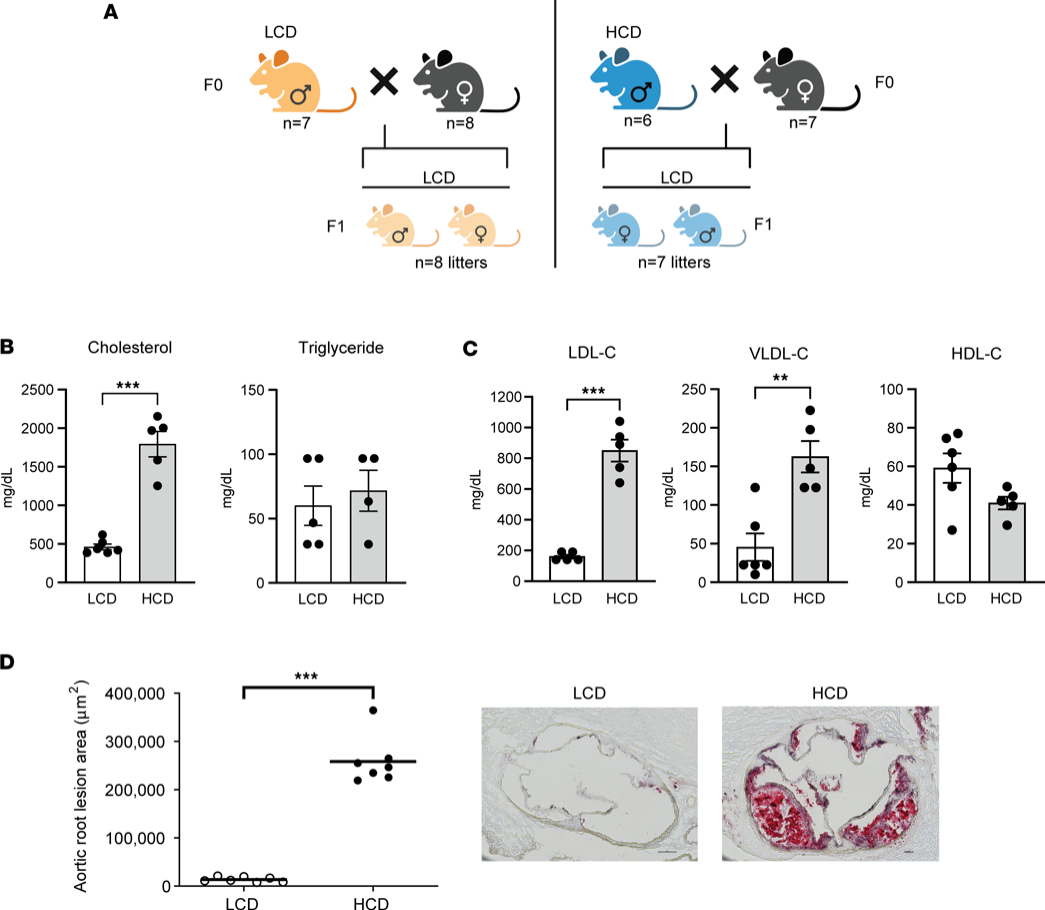
Male LDL receptor–deficient mice fed a low-fat, high-cholesterol diet develop severe hypercholesterolemia-mediated atherosclerosis. Three-week-old male LDLR^–/–^ mice were fed a low-cholesterol diet (LCD, 0.02% cholesterol) or high-cholesterol diet (HCD, 0.5% cholesterol) for 8 weeks before mating with female LDLR^–/–^ mice. The F1 offspring were weaned at 3 weeks old and were fed an LCD for 16 weeks. (**A**) Schematic representation of experimental design and generation of F1 offspring. (**B**) Serum total cholesterol and triglyceride levels were measured (*n* = 4–6, ***P < 0.001, 2-sample, 2-tailed Student’s *t* test). (**C**) Lipoprotein fractions (VLDL-C, LDL-C, and HDL-C) were isolated from serum, and the cholesterol levels of each fraction were measured (*n* = 5–6, **P < 0.01, ***P < 0.001; 2-sample, 2-tailed Student’s *t* test). (**D**) Quantitative analysis of the lesion area in the aortic root of LCD- and HCD-fed LDLR^–/–^ mice (*n* = 7, ***P < 0.05, 2-sample, 2-tailed Student’s *t* test). Representative images are shown to the right. VLDL-C, very low-density lipoprotein cholesterol; LDL-C, low density lipoprotein cholesterol; HDL-C, high density lipoprotein cholesterol. All data are plotted as mean ± SEM. Scale bar: 100 μm.

**Figure 2:**
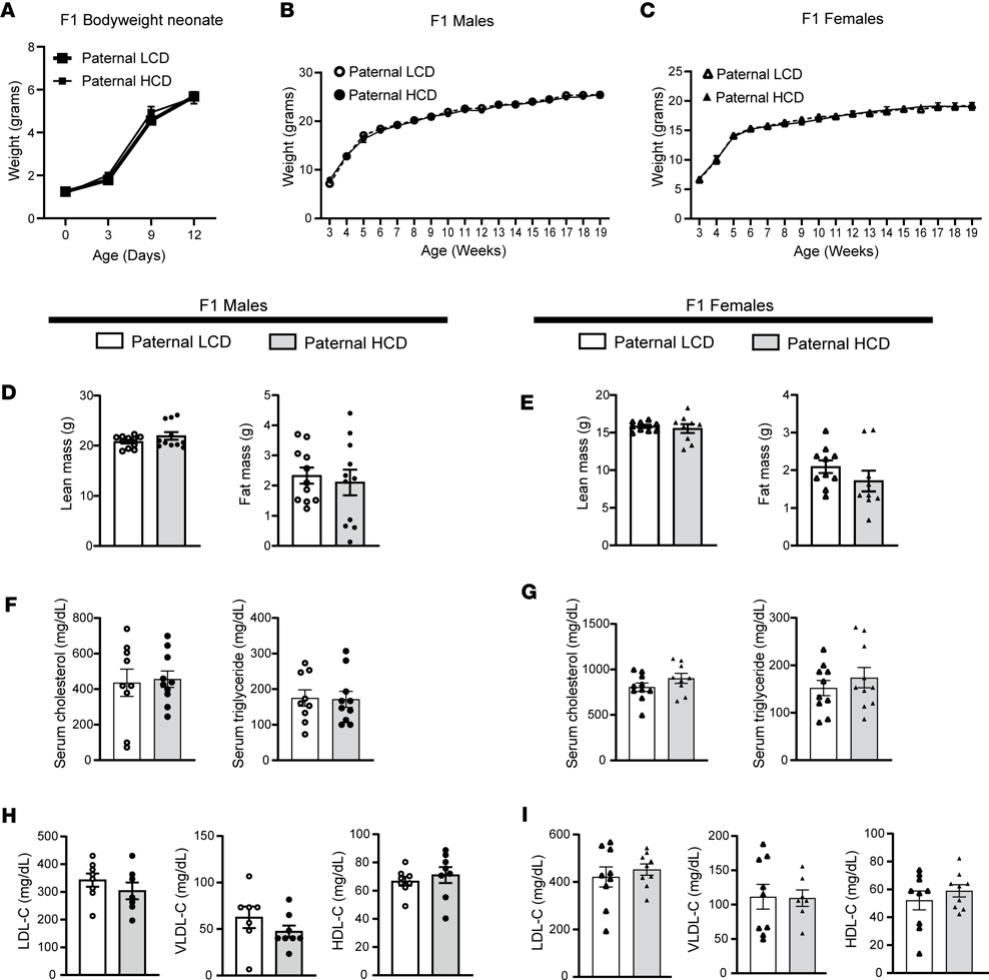
Paternal high-cholesterol diet feeding does not affect body weight or serum lipid levels in F1 offspring. Three-week-old male LDLR^–/–^ mice were fed an LCD or HCD diet for 8 weeks before mating with control female LDLR^–/–^ mice. Three-week-old F1 offspring were fed an LCD for 16 weeks and euthanized at 19 weeks of age. (**A**) Birth weight (day 0) and body weight of F1 pups before weaning (*n* = 5; 2-way ANOVA followed by Bonferroni’s multiple-comparison test). (**B** and **C**) Growth curves of male (**B**) and female (**C**) F1 offspring were measured (*n* = 9–14; 2-way ANOVA followed by Bonferroni’s multiple-comparison test). (**D** and **E**) Lean and fat mass were measure in male (**D**) and female (**E**) F1 offspring (*n* = 9–11, 2-sample, 2-tailed Student’s *t* test). (**F** and **G**) Serum cholesterol and triglyceride levels were measured in male and female offspring (*n* = 9–10, 2-sample, 2-tailed Student’s *t* test). (**H** and **I**) Serum lipoprotein fractions (VLDL-C, LDL-C, and HDL-C) were isolated from male (**H**) and female (**I**) F1 offspring and cholesterol levels from each fraction were measured (*n* = 7–9, 2-sample, 2-tailed Student’s *t* test). VLDL-C, very low-density lipoprotein cholesterol; LDL-C, low density lipoprotein cholesterol; HDL-C, high density lipoprotein cholesterol. All data are plotted as mean ± SEM.

**Figure 3:**
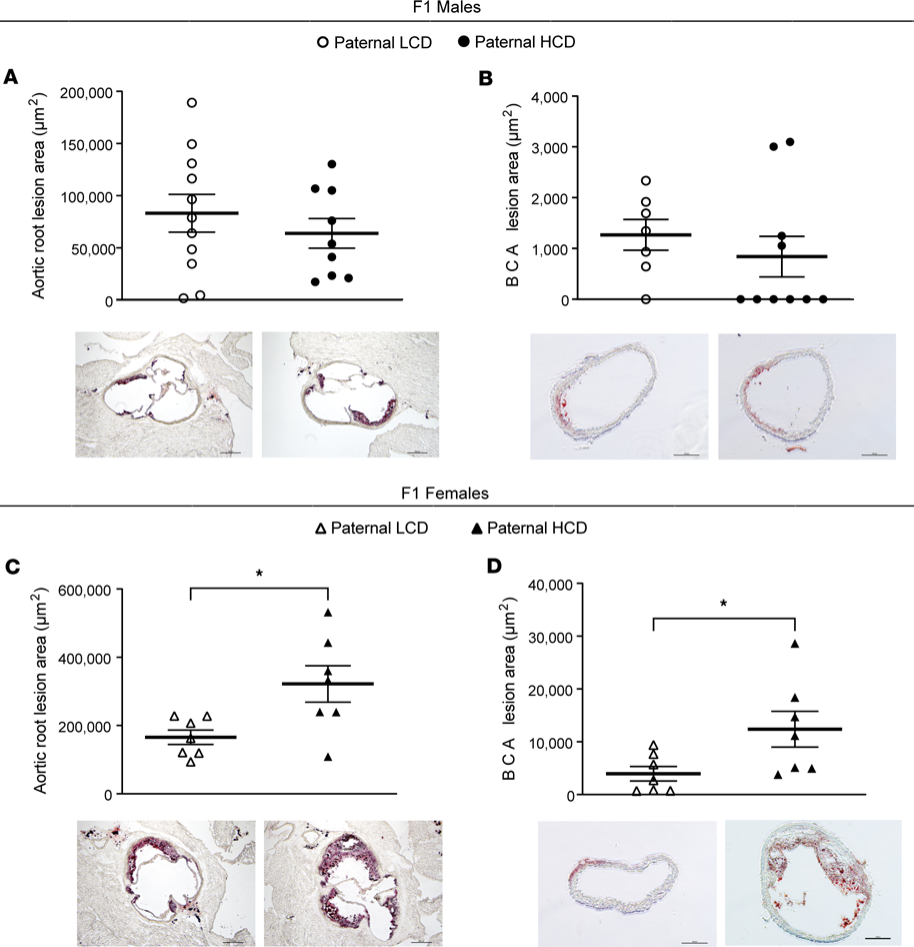
Paternal hypercholesterolemia increases atherosclerosis development in F1 female LDL receptor–deficient offspring. Three-week-old male LDLR^–/–^ mice were fed an LCD or HCD diet for 8 weeks before mating with control female LDLR^–/–^ mice. Three-week-old F1 descendants were fed an LCD for 16 weeks. (**A**–**D**) Quantitative analysis of the lesion area at the aortic root (**A** and **C**) or brachiocephalic artery (**B** and **D**) of male (**A** and **B**) and female (**C** and **D**) offspring (*n* = 7–11, *P < 0.05, 2-sample, 2-tailed Student’s *t* test). Representative Oil Red O–stained sections displayed below the quantification data. Scale bar: 200 μm. All data are plotted as mean ± SEM.

**Figure 4:**
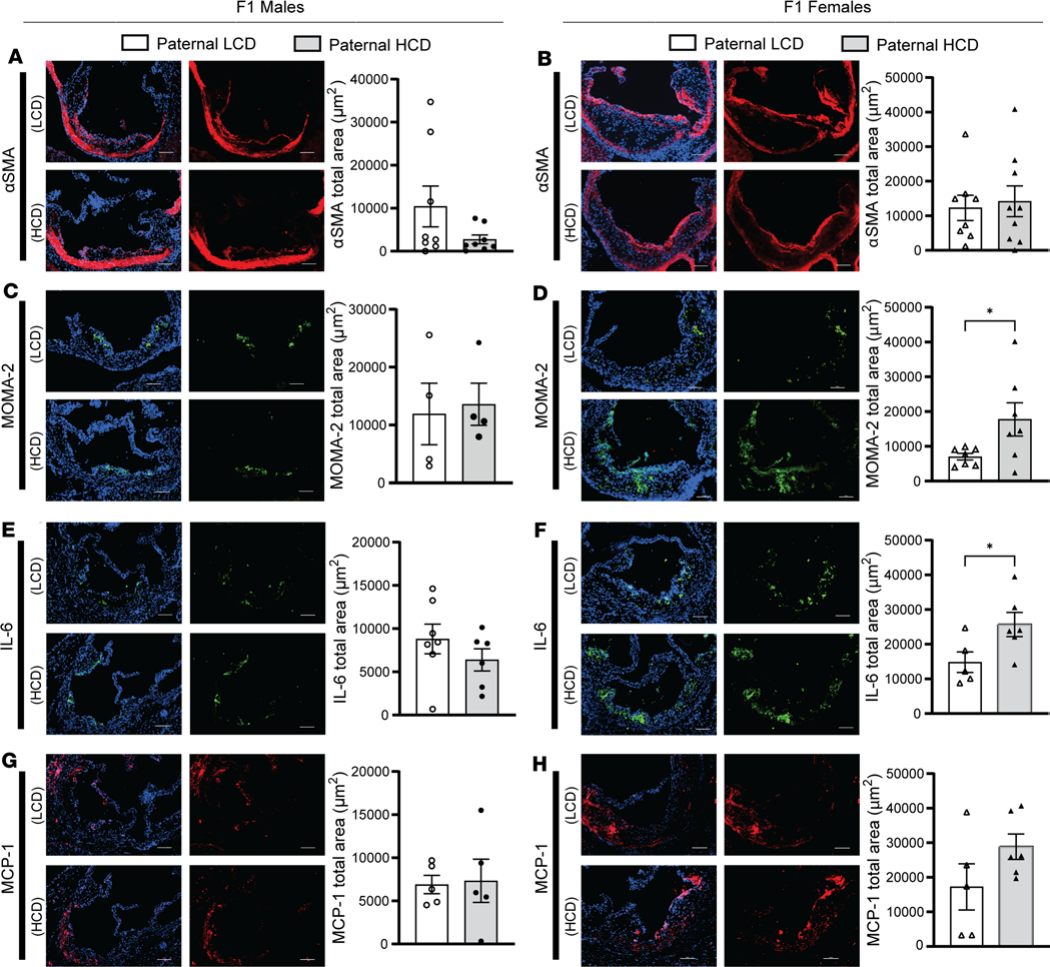
Paternal high-cholesterol diet feeding elicits macrophage accumulation and inflammation in atherosclerotic plaques of F1 offspring. Three-week-old male LDLR^–/–^ mice were fed an LCD or HCD diet for 8 weeks before mating with control female LDLR^–/–^ mice. Three-week-old F1 descendants were fed an LCD for 16 weeks. (**A**–**H**) Representative images of immunofluorescence staining of α-SMA (**A** and **B**), MOMA-2 (**C** and **D**), IL-6 (**E** and **F**), and MCP-1 (**G** and **H**) at the aortic root of male and female offspring. Scale bar: 100 μm. The nuclei were stained with DAPI (blue). Quantification analysis of staining areas is displayed as indicated (*n* = 4–9, *P < 0.05, 2-sample, 2-tailed Student’s *t* test). All data are plotted as mean ± SEM.

**Figure 5:**
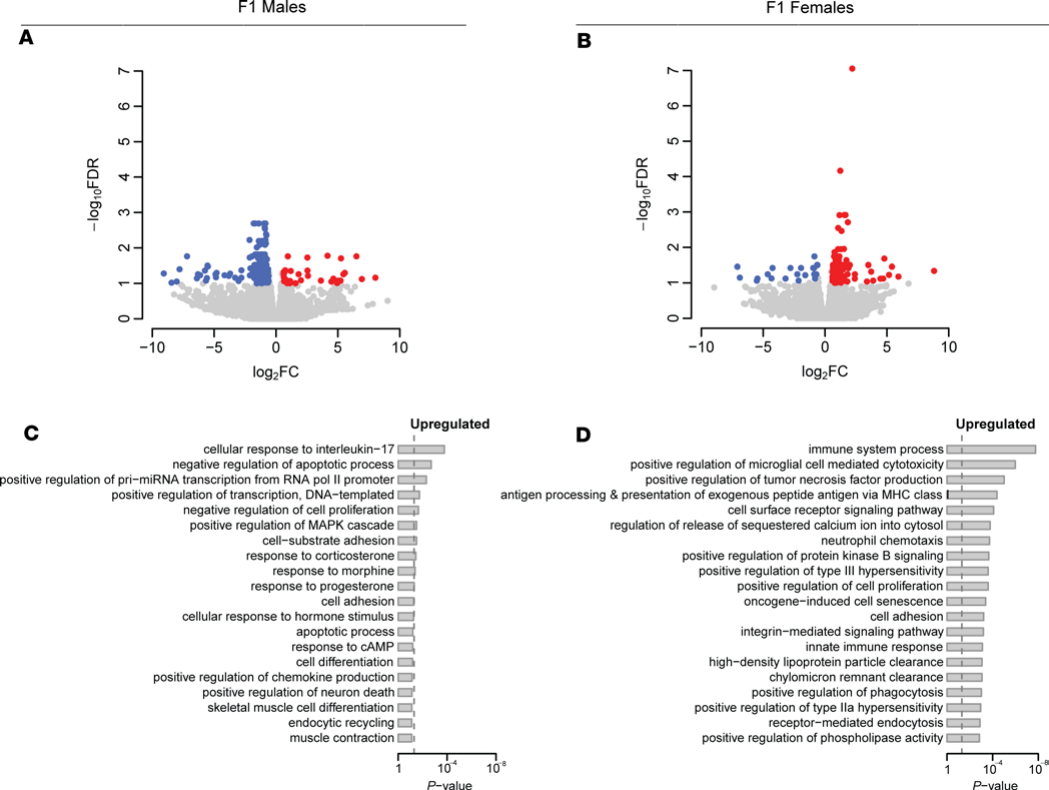
Paternal hypercholesterolemia elicits transcriptomic changes in the intima of F1 LDL receptor–deficient mice. Three-week-old male LDLR^–/–^ mice were fed an LCD or HCD diet for 8 weeks before mating with control female LDLR^–/–^ mice. Three-week-old F1 descendants were fed a LCD for 16 weeks. Total RNAs were isolated from the intima of F1 offspring and used for RNA-Seq analysis. (**A** and **B**) Volcano plots of differentially expressed genes (DEGs) in the intima of male offspring (**A**) and female offspring (**B**) from HCD-fed LDLR^–/–^ sires. Colored dots represent the enriched (red dots) or depleted (blue dots) DEGs with a FDR of < 0.1 and a FC > 1.5 as a cut-off threshold. (**C** and **D**) GOBP terms significantly associated with upregulated DEGs in intima of male offspring (**C**) and female offspring (**D**) from HCD-fed sires. The *P* values were computed by the modified Fisher’s exact test using the DAVID bioinformatics tool. The vertical dash line indicates the significance level of α = 0.05. The *y* axis displays the GOBP terms, while the *x* axis displays the *P* values (*n* = 4–7 each group).

**Figure 6:**
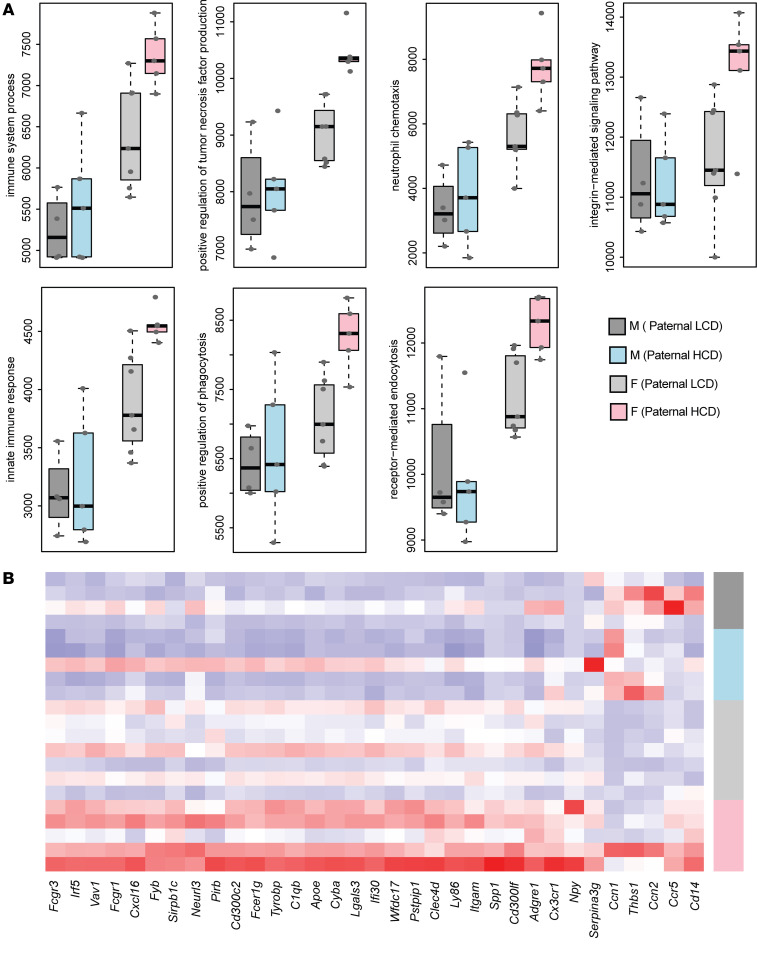
Paternal hypercholesterolemia alters atherosclerosis-related gene expression in the intima of female F1 offspring. Three-week-old male LDLR^–/–^ mice were fed an LCD or HCD diet for 8 weeks before mating with control female LDLR^–/–^ mice. Three-week-old F1 descendants were fed a LCD for 16 weeks. Total RNAs were isolated from the intima of F1 offspring and used for RNA-Seq analysis. (**A**) Gene set scores of the prioritized GOBP terms of male and female offspring from LCD or HCD-fed sires. The gene set score was calculated using the FAIME algorithm. (**B**) Heatmap representation of DEGs involved in the indicated GOBP terms. Each column shows 1 individual gene, and each row shows a biological replicate of mouse. Red represents relatively increased gene expression, whereas blue denotes downregulation (*n* = 4–7 each group).

**Figure 7:**
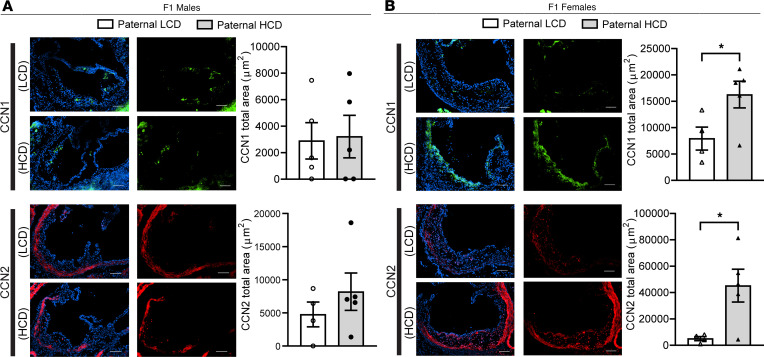
CCN1 and CCN2 proteins are elevated in the atherosclerotic lesions of F1 female LDL receptor–deficient descendants from high-cholesterol diet–fed sires. Three-week-old male LDLR^–/–^ mice were fed an LCD or HCD diet for 8 weeks before mating with control female LDLR^–/–^ mice. Three-week-old F1 descendants were fed an LCD for 16 weeks. (**A** and **B**) Representative immunofluorescence images of CCN1 (green) and CCN2 (red) at the aortic root of F1 male (**A**) and female (**B**) offspring. The nuclei were stained with DAPI (blue). Scale bar: 100 μm. Quantification analysis of stating areas is displayed as indicated (*n* = 4–5, *P < 0.05, 2-sample, 2-tailed Student’s *t* test). All data are plotted as mean ± SEM.

**Figure 8:**
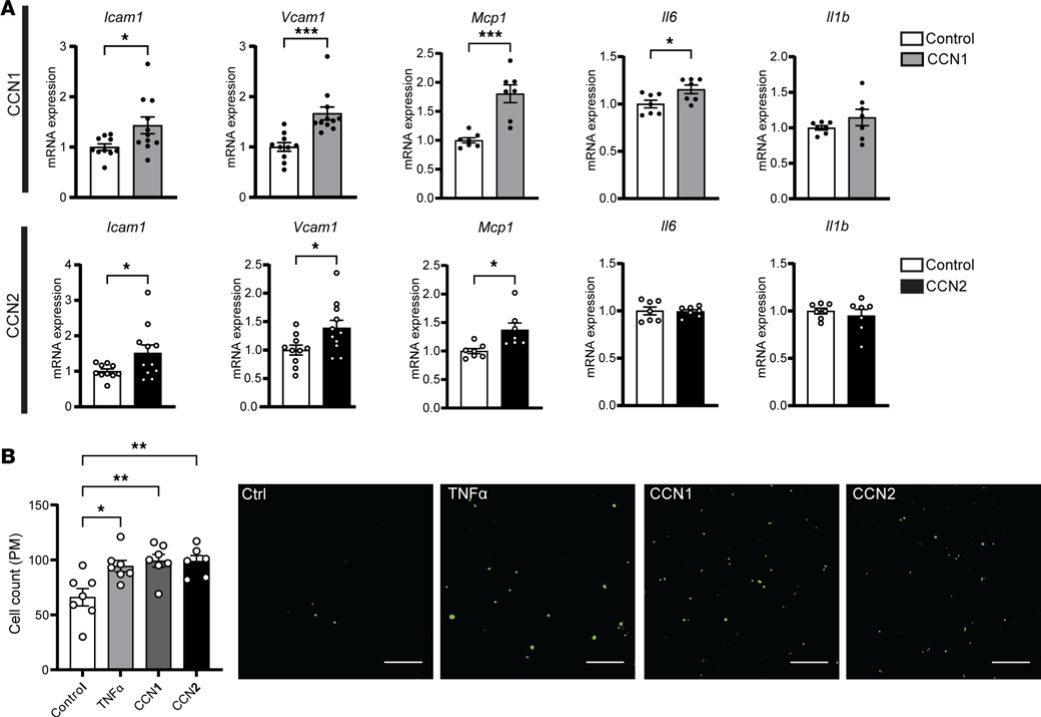
CCN1 and CCN2 proteins promote proatherogenic gene expression in endothelial cells in vitro. (**A**) Human endothelial cells, HMEC-1 cells, were treated with 1 μg/mL CCN1 or CCN2 for 4 hours followed by total RNA isolation. The expression levels of indicated genes were analyzed by qPCR (*n* = 7–11, *P < 0.05, ***P < 0.001, 2-sample, 2-tailed Student’s *t* test). (**B**) HMEC-1 endothelial cells were pretreated with 50 ng/mL CCN1 or CCN2 or 10 ng/mL TNF-α for 24 hours before incubating with calcein acetoxymethyl–stained peritoneal macrophages isolated from LDLR^–/–^ mice for 4 hours. Adhered cells were counted under a fluorescence microscope. Quantitative analysis of the adhered cells is displayed to the left of representative images (*n* = 6–7, *P < 0.05, **P < 0.01, 1-way ANOVA followed by Bonferroni’s multiple-comparison test). All data are plotted as mean ± SEM.

**Figure 9:**
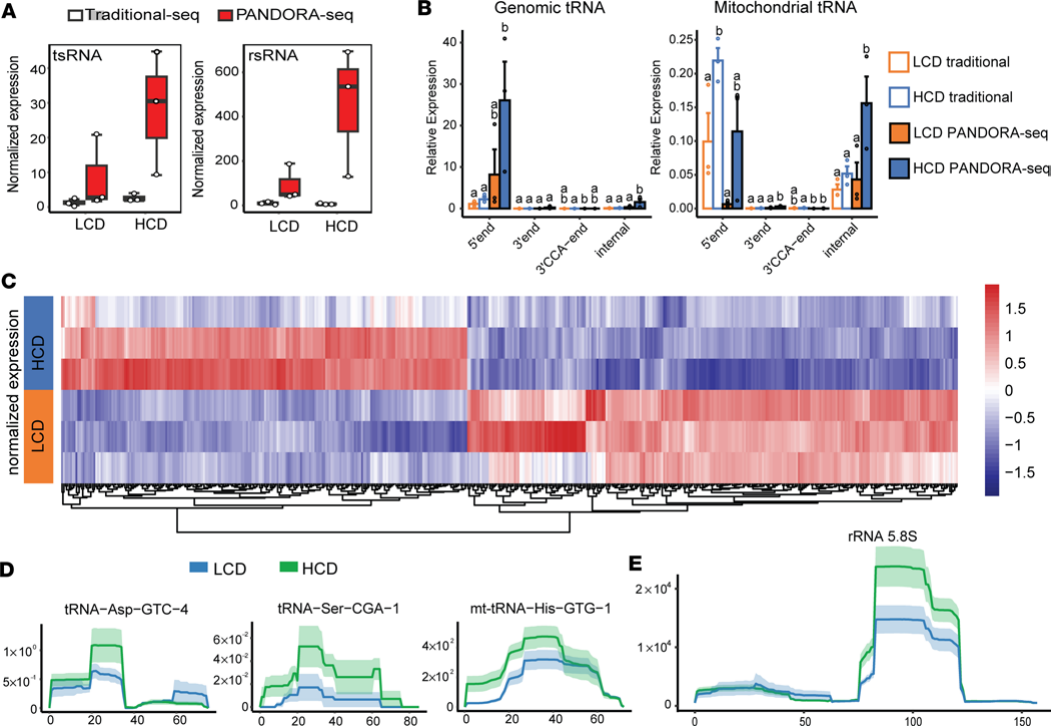
PANDORA-Seq reveals significantly changed sperm tsRNAs and rsRNAs induced by high-cholesterol diet feeding in male LDL receptor–deficient mice. Three-week-old male LDLR^–/–^ mice were fed an LCD or HCD for 9 weeks. Total RNAs were isolated from the sperm and used for PANDORA-Seq and traditional small RNA sequencing. (**A**) Sperm tsRNA and rsRNA relative expression (normalized to miRNAs) under traditional sequencing and PANDORA-Seq protocols. (**B**) Sperm tsRNA responses to traditional sequencing and PANDORA-Seq in regard to different genomic or mitochondria tRNA origins (5′tsRNA, 3′tsRNA, 3′tsRNA-CCA end, and internal tsRNAs). The *y* axes represent the relative expression levels compared with total reads of miRNA. Different letters above the bars indicate statistically significant differences (*P* < 0.05). Same letters indicate *P* > 0.05. Statistical significance was determined by 2-sided 1-way ANOVA with uncorrected Fisher’s least significant difference test. All data are plotted as mean ± SEM. (**C**) Heatmap representation of differentially expressed sperm tsRNAs detected by PANDORA-Seq. Biological replicates are represented in each row. Red represents relatively increased expression, whereas blue represents decreased expression with adjusted *P* < 0.05 and FC > 2 as the cutoff threshold. (**D** and **E**) Dynamic responses to LCD or HCD of representative sperm tsRNAs (**D**) and rsRNAs (**E**) detected by PADNORA-Seq. Mapping plots are presented as mean ± SEM (*n* = 3 in each group).

**Figure 10:**
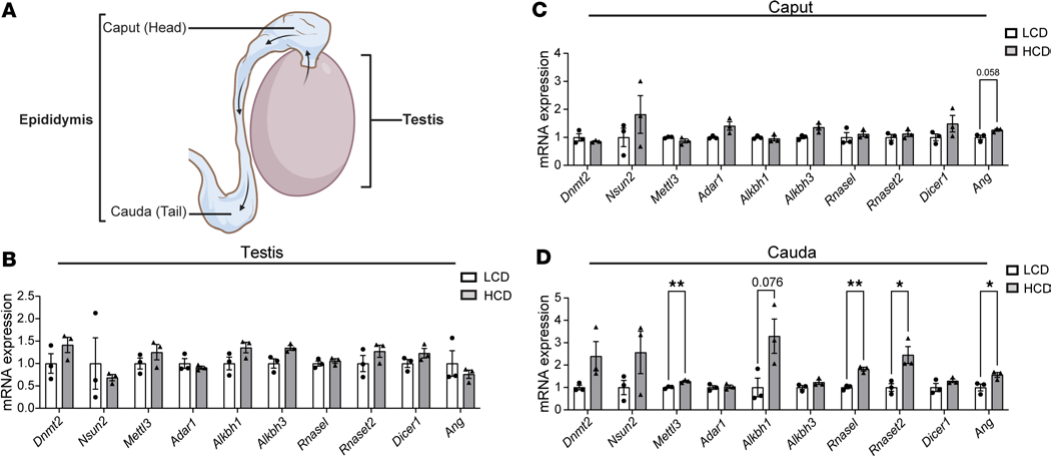
Hypercholesterolemia alters the expression of sncRNA biogenesis–related genes in cauda epididymis. (**A**) Schematic of the testis and epididymis. Sperm generated in the testis undergo maturational changes during transiting through the caput and cauda epididymis. (**B**–**D**) Three-week-old male LDLR^–/–^ mice were fed an LCD or HCD for 9 weeks. Total RNAs were isolated from the testis (**B**), and caput (**C**), and cauda (**D**) epididymis. The expression levels of indicated genes related to sncRNA biogenesis were analyzed by qPCR (*n* = 3, *P < 0.05, **P < 0.01, 2-sample, 2-tailed Student’s *t* test). All data are plotted as mean ± SEM.

**Figure 11:**
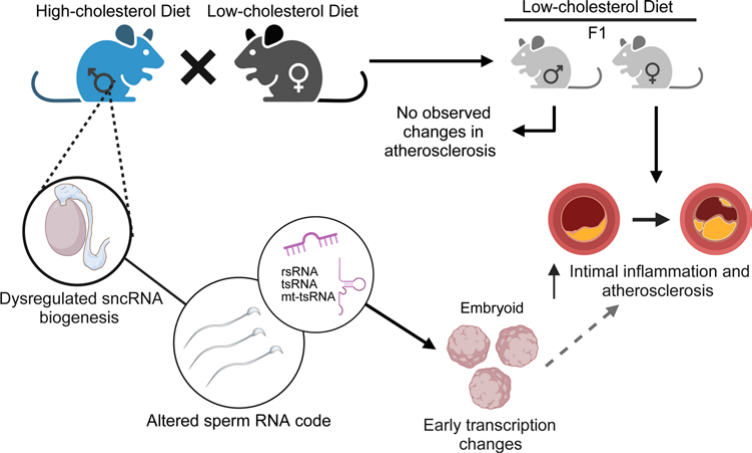
Schematic of the effect of paternal exposure to the high-cholesterol diet on sperm sncRNAs and offspring atherosclerosis development. Paternal high-cholesterol feeding led to significantly increased atherosclerosis and intimal inflammation in F1 female, but not male, LDLR^–/–^ offspring. PANDORA-Seq identified an altered sncRNA landscape in the sperm of high-cholesterol diet–fed LDLR^–/–^ sires. Overexpression of a pool of sperm tsRNAs/rsRNAs that were upregulated in the sperm of hypercholesterolemic sires induced transcription changes in embryoid bodies that may contribute the increased atherosclerosis in the adult offspring. The image was created with BioRender.com.

## Version 1 09/10/2024

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

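Intimal RNA of 21 F1 mice was analysed, 1 library per mouse, in 4 groups by sex and by diet of the sire. As deposited, the file holds estimated counts per gene, which the authors made with Salmon at its default setting against the Ensembl mouse cDNA annotation (GRCm38). The submitters' notes name the build as mm10. The values are not scaled, and the totals of the libraries differ. No reads were processed again. Of 21683 lines, 26 had a gene symbol that a spreadsheet had turned into a date. They held 0.101% to 0.146% of the counts of a library and were left out of the calls, and all other lines were kept. The 47 pairs of libraries within a group were checked for being the same RNA sequenced again, and their counts differed by far more than counting noise (chi-squared per degree of freedom of 54.5 to 439).

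Counts were rounded to whole numbers and scaled by TMM, and genes were kept by the filterByExpr rule of edgeR on the 4 groups. A fit with 1 coefficient per group was made with edgeR 4.0.16 in R 4.3.3, with robust estimates of the spread (glmQLFit and glmQLFTest). The comparisons were HCD-fed against LCD-fed sires in females and in males, the difference between these 2 effects, and females against males with LCD-fed sires. CPM and list scores used a prior count of 2 on the log2 scale. Exact permutation tests went over all 792 splits of the females and 126 splits of the males. Genes named in the text are those of Fig. 6B, Vcam1, Icam1, Ccl2, Il6 and Ldlr, the 10 called genes with the smallest p in each direction of a comparison or, where none was called, the 5 with the smallest p, up to 4 members with the smallest p of each list described, and Y-linked genes as a check of sex. The values shown in Fig. 6B had been seen when this rule was set.

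The 49 gene lists hold 655 genes, of which 13 were not found in the table and 1 was found under an older symbol. They cover cell types of the wall and the blood, cell types that surround the aorta, and pathways. Lists were tested with camera and fry of limma 3.58.1, with an exact permutation test of the score per mouse, and with a one-sided hypergeometric test of the called genes. All adjusted p are Benjamini-Hochberg values, over all genes tested or over the 49 lists of a comparison. DAVID, the GO terms and FAIME and the gene tables in the paper's supplement were not used here.

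Alternatives were the likelihood ratio test of edgeR, DESeq2 1.42.0, limma voom with quality weights, scaling by RLE or the upper quartile, no filter, a filter that asked for 1 CPM in every library of a group, fits without robust estimates, fits of each sex alone, an estimated correlation in camera, a rank score per mouse, an FDR under 0.05, any fold change, a prior count of 0.5, and each library left out in turn. The calls were tested on simulated data with the library sizes and the spread of these libraries. Plots were made with matplotlib 3.10.9 in Python 3.11.15.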

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

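The tests of the share of fat, of wall and of phagocytes, the covariate test of immediate early genes and the removal of 3 female libraries were chosen only after the results were seen, as was the choice of which lists are reported in this part.

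Genes of fat cells, of fatty acid oxidation and of nuclear-encoded oxidative phosphorylation, which the paper's RNA analysis does not name, were lower in females from HCD-fed sires, as were the medians of muscle genes. Median log2 fold changes were −1.03 for white adipocytes, −1.35 for brown adipocytes, −3.15 for cardiac muscle (camera adjusted p = 0.0736, and adjusted p = 0.603 with an estimated correlation), −2.94 for skeletal muscle (camera adjusted p = 0.0774, and adjusted p = 0.558 with an estimated correlation), −1.02 for fatty acid oxidation and −0.75 for oxidative phosphorylation. Mitochondrially encoded genes were not lower (11 of 13 higher, median 0.16, camera adjusted p = 0.626). The muscle scores per mouse did not pass (exact permutation p = 0.317 for skeletal and 0.404 for cardiac muscle), and 1 mouse with LCD-fed sires, replicate 1, stood far above its group for skeletal muscle. With 3 female libraries removed, the medians by voom were −0.38 for white adipocytes, −0.49 for brown adipocytes, −0.26 for fatty acid oxidation and −0.15 for oxidative phosphorylation. The cell cycle median was 0.86, with every one of its genes higher. In males, for lists that the paper's RNA analysis does not name, medians were −1.02 for resident-like macrophages, −1.0 for contractile smooth muscle, −1.07 for fibroblasts and −0.58 for the extracellular matrix. The difference of the diet effects, females minus males, was 1.56 for contractile smooth muscle (camera adjusted p = 4.4e-13, and adjusted p = 0.273 with an estimated correlation, fry adjusted p = 0.0840) and 0.78 for the extracellular matrix (camera adjusted p = 9.6e-08, and adjusted p = 0.273 with an estimated correlation, with the same fry adjusted p). These 2 lists alone passed both camera with the preset correlation and fry for that difference. Between the sexes, with LCD-fed sires, 660 genes were higher and 255 lower in females, described under other observations.

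Lists for macrophage identity, phagocytosis and neutrophil chemotaxis were higher in females from HCD-fed sires, while resident-like macrophage genes were lower (8 of 11, median −0.25, camera adjusted p = 0.0750, and adjusted p = 0.603 with an estimated correlation). The median of the Fc receptor and phagocytosis list was 0.65 with all libraries thinned to 13843168 counts and 0.66 before, so it did not come from unequal totals as such. Thinning keeps the expected share of each gene in a library, so it cannot exclude other effects that go with a low total. With 3 female libraries removed the white adipocyte median by voom was −0.38 in place of −1.17. That of macrophage identity was 1.09 (SD over its genes 0.48, camera adjusted p = 7.2e-05 with the preset correlation) in place of 0.89. A change in proportion to fat would give 0.29, but a smaller share of fat need not act in proportion on the log2 scale. As the whole cause it would still have the macrophage median shrink when the difference in fat does. These medians argue against a smaller share of perivascular fat as the whole cause but do not exclude it. The SD is over genes and not over mice, and the correlation estimated for this list was 0.68, not the preset 0.01. Endothelial identity genes, which less fat should raise alike, had 5 of 19 higher in these females (median −0.14, camera adjusted p = 0.615). The comparison of the macrophage with the endothelial score, 0.80 higher (exact permutation p = 0.120), did not exclude a smaller share of fat either. More phagocytes and more transcript in each cannot be told apart, since the phagocytosis score minus the macrophage score (−0.0842, exact permutation p = 0.245, beside 0.72 for the macrophage score itself) was computed from scores already seen, and an effect of the sire's diet on plaque remains open.

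In males from HCD-fed sires, contractile smooth muscle and fibroblast genes were lower. The smooth muscle median was −1.04 with all libraries thinned and −1.0 before, so it did not come from unequal totals as such. Other effects that go with a low total were not tested by thinning. A smaller share of medial and adventitial wall in the flushed RNA and a change of the wall cells themselves by the sire's diet cannot be told apart, since both would lower these scores against the endothelial score. The differences, computed from scores already seen, were −1.52 for smooth muscle (exact permutation p = 0.0159) and −1.51 for fibroblasts (exact permutation p = 0.0397).

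In females from HCD-fed sires, Ccn1, Ccn2 and Thbs1 were higher. Their median was 1.96 with all libraries thinned and 1.98 before, so it did not come from unequal totals as such. Thinning cannot exclude other effects of a low total. Replicate 4 of the females from HCD-fed sires, the highest female for Ccn1 and Ccn2, had the lowest total (13843168 counts). With the immediate early score of each mouse as a covariate, the median diet coefficient was 0.86 in place of 1.84. These medians are values of different genes, Ccn1 with the covariate and Thbs1 without, so they do not measure a fall of the set. The coefficient of Ccn1 was 0.86 (standard error 0.32) in place of 1.99, so that immediate early activation is a candidate explanation for much of the rise of Ccn1. Ccn2 kept 0.76 (standard error 0.31) of 1.01 and Thbs1 1.51 (standard error 0.58) of 1.84. These values argue against such activation as their whole cause but do not exclude it. A score of a few mice measures it with noise, and part of it can stay unadjusted. Activation during handling and activation in the mouse were not separated by this test.

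Other splits of the same mice into groups of the same sizes, 100 drawn for each comparison with the real one included, test whether chance can give as large a result. For the 3 genes called in females chance cannot be excluded (8 splits called as many, the highest other 2731). The 5 called in males lay just under the limit set beforehand, fewer than 5 splits in 100 (4 splits, highest other 157). No gene was called for the difference of the diet effects, so all 100 splits called as many (highest other 3911). The 915 genes of the sex difference also lay just under that limit (4 splits, highest other 1523). The limit was not corrected for the number of comparisons, so chance is not firmly excluded for either count. Of gene lists called by camera with the preset correlation, the 38 in females had 1 split with as many, the real one (highest other 36). No other split drawn reached that sum of both directions, so chance seldom gives the sum. By direction, other splits called up to 27 lists higher, where the real one called 22. Many called as many lower lists as the real 16, up to 29, so chance cannot be excluded for the number of lower lists. The 31 of the sex difference had 4 (highest other 34), again just under the limit. Chance cannot be excluded for the 15 lists in males (76 splits, highest other 33) and the 29 for the difference of the diet effects (13 splits, highest other 33). Nor can it for the 260 genes that the likelihood ratio test called in females fitted alone (6 splits, highest other 656) and the 277 in males fitted alone (5 splits, highest other 641). Splits that called several times the real count point to a structure of the samples, whose source was not tested.

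Among 220 sets of 4 to 7 values per group tested, 10 held a mouse far from the others of its group, where chance gives about 11. In males from LCD-fed sires, replicate 3 was highest for the endothelial activation score (4.36, others 3.74 to 3.82) and the Fc receptor and phagocytosis score (5.54, others 4.64 to 4.73). In females from LCD-fed sires, replicate 1 was highest for the skeletal muscle score (5.26, others −1.40 to 0.65) and the epithelial and mesothelial score (4.01, others −0.02 to 1.63), and replicate 7 for the NF-κB score (4.40, others 3.36 to 3.73) and the immediate early score (7.64, others 5.78 to 6.51). In females from HCD-fed sires, replicate 4 was lowest for the score of LXR targets, some of which serve cholesterol export (7.77, others 8.05 to 8.12), and replicate 3 had the lowest TMM factor (0.768, others 0.987 to 1.06). Total counts stood apart in replicate 1 of the males from HCD-fed sires (lowest, 19856230) and replicate 5 of the females from LCD-fed sires (highest, 30172411).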

How the results depend on the processing

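The likelihood ratio test with each sex fitted alone and no filter, the enrichment of its calls in each sex alone, the use of shared replicate numbers without a block and the removal of 3 female libraries were tests chosen only after the results were seen. Counts are given as higher and lower.

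With the likelihood ratio test, 15 and 13 genes were called in females, 11 and 94 in males and 27 and 7 for the difference of the diet effects, 1109 were higher in females than in males with LCD-fed sires, Ccn1 was called in females (log2 fold change 2.40), and 1 list was enriched among the lower genes of males. With DESeq2 the counts were 47 and 55 in females, 15 and 113 in males, 38 and 10 for the difference and 1178 higher between the sexes, and Ccn1 was called (2.41). With voom they were 7 higher in females, 8 and 135 in males and 390 lower between the sexes. RLE scaling called 0 lower genes in males, the upper quartile 423 higher between the sexes, and no filter 314 higher between the sexes and 10 higher and 0 lower scores in females. At an FDR under 0.05 the counts were 0 higher in females, 1 lower in males and 62 and 100 between the sexes, since fewer genes pass a stricter limit, and at any fold change 388 lower between the sexes. With each sex alone the quasi-likelihood test called 0 higher genes in females and 0 lower in males. The likelihood ratio test then called 217 and 43 in females and 33 and 244 in males, with Ccn1 (2.41) and Ccn2 (1.13) called, and 15 lists enriched among the higher genes of females and 4 and 5 in males. Without a filter as well it called 186 and 27 in females and 42 and 191 in males, with Ccn1 (2.41) and Ccn2 (1.13) called. With an estimated correlation camera called 0 lists in either direction in all 4 comparisons. Without the Fig. 6B genes 0 scores were higher and 0 lower in females, and with a rank score 6 were higher, Toll-like receptors and TNF in place of macrophage identity, and 0 were lower. With 3 female libraries removed, the counts were 0 higher in females, 3 lower in males and 85 higher between the sexes, camera called 9 lists lower in females and 5 lower for the difference of the diet effects, and 0 scores were higher and 0 lower in females, while the medians by voom of macrophage identity (1.09), Fc receptors and phagocytosis (0.97) and neutrophil chemotaxis (1.16) were no smaller than with all libraries (0.89, 0.72 and 0.92) and still passed camera with the preset correlation. Apart from the stricter FDR, the cause was not tested.

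The replicate block, which takes the shared replicate number as a block within each sex, called 1 higher gene in females and 0 lower in males, and camera called 13 lists higher in males. The same libraries without a block gave 0 and 0. Only 1 of 9 samples (male 3) correlated best with the sample of its own number, so the numbers were not taken as pairs. The correlations between samples of the same number were 0.258, −0.232, −0.181, −6.7e-07, −0.0669 in females and 0.0646, 0.0797, 0.296, 0.00965 in males.

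With each library left out in turn, genes called higher in females were 0 to 3 (1 without female HCD 3, male HCD 2, male LCD 3, 0 without female HCD 1, 4 and 5, female LCD 1, 2, 3, 5 and 7, male HCD 1, 4 and 5, male LCD 2 and 4) and lower 0 to 1 (1 without female HCD 2, male LCD 1). In males, higher genes were 0 to 5 (5 without male HCD 3) and lower genes 0 to 78 (78 without male HCD 3, 2 without female HCD 4, female LCD 2 and 3, male HCD 4, male LCD 1, 1 without female HCD 1, 2 and 3, female LCD 1, 4, 5, 6 and 7, male HCD 1, 0 without male HCD 2, male LCD 2, 3 and 4). For the difference of the diet effects they were 0 to 8 higher (8 without male HCD 3, 1 without male HCD 5) and 0 to 1 lower (1 without female LCD 4, male HCD 3). Between the sexes they were 31 to 1001 higher (1001 without female LCD 3, 424 without male HCD 1, 393 without male HCD 5, 327 without female HCD 2, 217 without female LCD 5, 195 without female LCD 2, 168 without male LCD 1, 119 without female LCD 1, 39 without male LCD 2, 31 without male LCD 4) and 95 to 305 lower (167 without male LCD 3, 149 without female LCD 5, 148 without female LCD 1, 108 without male LCD 2, 95 without male LCD 4). The log2 fold change in females was 1.38 to 3.00 for Ccn1 and 0.77 to 1.23 for Ccn2. Camera lists were 21 to 26 higher and 10 to 17 lower in females (10 without female HCD 5), 7 to 13 higher (13 without male HCD 4) and 6 to 11 lower (11 without male HCD 3) in males, 15 to 18 and 9 to 14 for the difference of the diet effects and 23 to 26 and 4 to 7 between the sexes. Scores were 0 to 14 higher (14 without female LCD 1, 2 without female HCD 4, 0 without female HCD 1, 2 and 5, female LCD 2, 3, 5 and 6) and 0 to 2 lower (2 without female HCD 3, 0 without female HCD 1, 2, 4 and 5, female LCD 2, 3, 5 and 6) in females and 0 to 0 in males.

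The log2 fold change of Il6 in females (−0.24) reversed with voom (1.00), the replicate block (1.72), the shared numbers without a block (2.11), and without female LCD 7 (2.24) or female HCD 1 (0.0374). That of Thbs1 in males (0.29) reversed with the replicate block (−0.36), the shared numbers without a block (−0.35) and without male HCD 5 (−0.35). Vcam1 in females reversed with 3 libraries removed (−0.0155) and Spp1 in males without male HCD 3 (−0.80). With each library left out in turn, these ranged over −1.10 to 2.24 for Il6 in females, −0.35 to 0.85 for Thbs1 in males and −0.80 to 2.62 for Spp1 in males. The median of the Fig. 6B genes in males (0.19) had the opposite sign with voom (−0.09), the replicate block (−0.14) and without male HCD 3 (−0.48). The cause was not tested. Over all alternatives, of the values of single genes and lists, 7020 stayed on the same side of the threshold, 292 no longer passed, 172 came to pass, 4 moved and 10 single-gene values just named reversed. Thinned to 13843168 counts, the libraries gave 0 higher genes in females and 1 lower in males, a move within the ranges with single libraries left out, so that depth is not shown to be its cause.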

Differences from the paper's values

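The likelihood ratio test with each sex fitted alone and no filter was a test chosen only after the values were seen. The paper's thresholds were used throughout, except in the alternatives that set an FDR under 0.05 or any fold change.

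In males, 5 genes were called where the paper gives 197. Of the alternatives set before the data were examined, voom (143) and the likelihood ratio test with each sex fitted alone (277) came within 1.5 times the paper's value. The likelihood ratio test on all mice (105), DESeq2 (128), both other scalings, both other filters, the spread without robust estimates, the stricter FDR, any fold change, the quasi-likelihood test with each sex alone and the replicate block did not. Lower genes in males were 5 where the paper gives 164. DESeq2 (113), voom (135) and the likelihood ratio test with each sex fitted alone (244) came within 1.5 times the paper's value, and the likelihood ratio test on all mice (94) and the remaining alternatives did not.

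In females, 3 genes were called higher where the paper gives 147. The likelihood ratio test with each sex fitted alone (217) came within 1.5 times the paper's value, and the likelihood ratio test on all mice (15), DESeq2 (47), voom (7) and the remaining alternatives did not. Lower genes in females were 0 by the edgeR quasi-likelihood test, with 1003 at an unadjusted p under 0.05, where the paper gives 21. No alternative set before the data were examined came within 1.5 times the paper's value, with 13 by the likelihood ratio test on all mice, 55 by DESeq2, 43 by the likelihood ratio test with each sex alone, 0 by voom, 1 without male LCD 1 and also without female HCD 2, and 0 by the remaining alternatives.

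With each sex fitted alone, the likelihood ratio test and no filter, chosen after seeing the values, 233 genes were called in males, 191 of them lower, and 186 higher and 27 lower in females, all 4 within 1.5 times the paper's values, and of the 33 genes of Fig. 6B this setting called 33 and dropped none, while the paper's full gene lists were not at hand to compare. It shared 193 of its 213 genes in females and 196 of its 233 in males with the same test on filtered genes. The 3 genes called in females and the 5 called in males by the quasi-likelihood test were all among the genes the likelihood ratio test called with each sex alone.

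The paper states that Ccn1 and Ccn2 were upregulated in females from HCD-fed sires. By staining of plaques it also reports more of both proteins in those females and not in males, a measure of protein and not of RNA. Neither gene was called by the quasi-likelihood test on all mice, with adjusted p of 0.329 and 0.389 from edgeR, and both had positive log2 fold changes. Ccn1 was called by the likelihood ratio test on all mice (adjusted p = 0.0587 from edgeR), and both genes by that test with each sex alone (adjusted p = 0.0418 and 0.0258 from edgeR). Fig. 6B shows its genes as higher in females from HCD-fed sires, and all 33 had positive log2 fold changes while none was called by the quasi-likelihood test. That a gene set rose in females and not in males does not show that the sexes differ, and the test of the difference called no gene (lowest adjusted p = 0.343 from edgeR, 605 higher and 552 lower at an unadjusted p under 0.05), while the likelihood ratio test called 27 higher and 7 lower, DESeq2 38 and 10 and voom 0 and 0. For that difference, 17 gene lists were higher and 12 lower by camera with the preset correlation, 0 and 0 with an estimated correlation (lowest adjusted p = 0.273), and fry called 2.

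By staining of plaques, the paper reports that smooth muscle content was not affected in either sex, that collagen was not affected in males and tended to be higher in females, and that macrophage content rose in females and not in males. In the intimal RNA of males, the medians of contractile smooth muscle and extracellular matrix genes ran lower (−1.0 and −0.58). In females both ran higher (0.33 and 0.10; camera adjusted p = 0.00984 and 0.00333, and adjusted p = 0.470 and 0.298 with an estimated correlation). The median of macrophage identity ran higher in females (0.82), as in the paper's staining. In males it was 0.02, with camera pointing lower (adjusted p = 0.0545, and adjusted p = 0.996 with an estimated correlation). Stained plaque and flushed RNA are different samples of the wall.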

Other observations

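The removal of 3 female libraries was a test chosen only after the results were seen.

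With LCD-fed sires, intimal RNA of females held more transcript of lipid-associated macrophages and of LXR targets, some of which serve the export of cholesterol, and less of contractile smooth muscle than that of males. Abca1 and Abcg1 are in both the lipid-associated macrophage and the LXR list. The paper does not report this comparison. Of 16 lipid-associated macrophage genes, 15 were called higher in females (median log2 fold change 1.96; camera adjusted p = 8.3e-13, and adjusted p = 0.330 with an estimated correlation). Spp1 stood at 585 ± 180 CPM (SD, n = 7) in females and 31.8 ± 30.8 CPM (SD, n = 4) in males, a log2 fold change of 4.20 (standard error 1.16, adjusted p = 0.0638 from edgeR). Of 11 LXR targets, 5 were called higher (median 0.99; camera adjusted p = 4.3e-06, and adjusted p = 0.330 with an estimated correlation), with Abca1, a transporter that exports cholesterol, at 1.14 (standard error 0.36, adjusted p = 0.0913 from edgeR). Of 13 contractile smooth muscle genes, 11 were called lower (median −1.23; camera adjusted p = 1.0e-10, and adjusted p = 0.330 with an estimated correlation), with Myh11 at 187 ± 67.9 CPM in females and 594 ± 107 CPM in males. White adipocyte genes were higher in females by a median of 1.72 (camera adjusted p = 1.6e-05, and adjusted p = 0.485 with an estimated correlation), and skeletal muscle genes by 4.37 (camera adjusted p = 0.0282, and adjusted p = 0.490 with an estimated correlation).

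Apart from Y-linked genes, the lower genes in females included Synpo2, an actin-binding protein of muscle (−1.42, standard error 0.17), Sost, an inhibitor of Wnt signaling (−1.62, standard error 0.22), and Mylk (−1.03, standard error 0.15). The higher genes included the X-linked Eif2s3x (0.70, standard error 0.09) and Kif5c, a motor protein (2.43, standard error 0.41). The count of 660 higher genes was 31 without male LCD 4, 39 without male LCD 2 and 85 with 3 female libraries removed, and the other libraries that moved it are given under the processing.

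The paper measured some genes of inflammation by other means. In plaques it reports more IL-6 protein in females and not in males, and unchanged MCP1, the protein of Ccl2. It also reports higher Vcam1, Icam1, Mcp1 and Il6 in human endothelial cells treated with CCN1 or CCN2. Plaque protein, treated cells and flushed RNA are unlike measures. In the flushed RNA, none of these genes was called by diet with the quasi-likelihood test. In females, the log2 fold change was 0.34 for Vcam1 (adjusted p = 0.603 from edgeR), 0.34 for Icam1 (adjusted p = 0.546 from edgeR), 0.85 for Ccl2 (adjusted p = 0.524 from edgeR) and −0.24 for Il6 (adjusted p = 0.962 from edgeR). The direction of Il6 did not hold, with −1.10 to 2.24 with each library left out in turn and 1.00 by voom, and Vcam1 ran over 0.16 to 0.50 and was at −0.0155 with 3 female libraries removed. In males it was 0.52 for Icam1 (adjusted p = 0.618 from edgeR) and Il6, near 0 with LCD-fed sires, had an adjusted p of 0.349 from edgeR. It was called by the likelihood ratio test with males fitted alone (adjusted p = 0.0120 from edgeR). Among other lists, erythroid genes in females had a median of −0.31 while camera and the mean score (0.25) pointed higher.

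In simulated data with the spread and the sizes of these libraries, the quasi-likelihood test recovered 29.9%, 64.2% and 90.9% of genes changed 1.5, 2 and 4 times in females and 19.4%, 52.2% and 93.9% in males. Of its calls, 7.52% in females and 5.17% in males were false, against 21.4% and 27.0% for the likelihood ratio test with each sex alone. Where no gene was changed, the quasi-likelihood test called 0 genes. The likelihood ratio test called 5 in females and 5 in males on all libraries, and 15 and 30 with each sex alone, of 14680 genes. The simulated genes varied independently of each other, without differences in tissue share or other structure of the samples. These rates therefore need not hold for the real libraries, where another split of the females called 2731 genes by the quasi-likelihood test.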
